# Longitudinal dynamics of circulating miRNAs in a swine model of familial hypercholesterolemia during early atherosclerosis

**DOI:** 10.1038/s41598-023-46762-0

**Published:** 2023-11-07

**Authors:** Hadjer Namous, Christian Krueger, Yanping Cheng, Pedro H. C. Melo, Athanasios Peppas, Grzegorz L. Kaluza, William C. Stoffregen, Jess Reed, Hasan Khatib, Juan F. Granada

**Keywords:** Non-coding RNAs, Transcriptomics, Genetics, Gene expression

## Abstract

Atherosclerosis is a complex progressive disease involving intertwined biological mechanisms. We aimed to identify miRNA expression dynamics at the early stages of atherosclerosis using a large swine model (Wisconsin Miniature Swine, WMS). A total of 18 female pigs; 9 familial hypercholesterolemic (WMS-FH) and 9 normal control swine (WMS-N) were studied. miRNA sequencing was performed on plasma cell-free RNA at 3, 6, and 9 months of age. RT-qPCR validated DE miRNAs in a new cohort of animals (n = 30) with both sexes. Gene ontology and mRNA targets for DE miRNAs were identified. In vivo multimodality imaging and histopathology were performed to document the presence of atherosclerosis at termination. 20, 19, and 9 miRNAs were significantly DE between the groups at months 3, 6, and 9, respectively. Most DE miRNAs and their target genes are involved in human atherosclerosis development. Coronary atherosclerosis was documented in 7/9 WMS-FH pigs. Control animals had no lesions. miR-138, miR-152, miR-190a, and miR-196a showed a significant diagnostic power at month 3, whereas miR-486, miR-126-3p, miR-335, and miR-423-5p were of significant diagnostic power at month 9. In conclusion, specific DE miRNAs with significant discriminatory power may be promising biomarkers for the early detection of coronary atherosclerosis.

## Introduction

Atherosclerosis is a chronic condition that slowly develops over decades. At the early stages of development, disease detection is particularly important to delay the progression of disease. Lipid biomarkers (i.e., LDL-cholesterol) have historically been the standard of care to screen high-risk patients. However, these biomarkers have insufficient predictive value especially amongst individuals with normal cholesterol levels^1^. Other biomarkers such as serum C-reactive protein (CRP), interleukin-6 (IL-6), and tumor necrosis factor-alpha (TNFα) have shown promising results in predicting future cardiac events^2–4^. However, they have not been widely adopted due to their high biological variability in specific patient populations and clinical subsets^2^.

MicroRNAs (miRNAs) play a role in cardiovascular disease development^5–8^ and are well-suited to be used as biomarkers for atherosclerosis detection. Human studies using circulating miRNAs in atherosclerosis have primarily included patients in which the disease is already present, in an advanced stage or become symptomatic (i.e., acute myocardial infarction)^5,9,10^. Longitudinal studies aimed to characterize the dynamics of circulating miRNA changes at the early stages of disease development are limited. In the present work, we used a well-established model of atherosclerosis (Wisconsin Miniature Swine™ of Familial hypercholesterolemia = WMS-FH)^11–15^ to study; (a) the temporal dynamics of miRNA changes, (b) the miRNA signatures specific to early atherosclerosis development and (c) the diagnostic power of these biomarkers for the detection of the disease. Plasma miRNA levels were assessed at three different time points (3, 6, and 9 months of age) and differentially expressed (DE) miRNAs were compared between WMS-FH and genetically related WMS-N controls. The presence or absence of disease was confirmed by multi-modality imaging and histo-pathology evaluation at 12 months. The diagnostic power of each miRNA in discriminating between the presence and absence of atherosclerosis was calculated and gene ontology (GO) and mRNA targets of DE miRNAs were identified to understand the potential biological mechanisms involved in atherosclerosis development at this early stage. The methodology followed in this work is shown in (Fig. 1).

**Figure 1:**
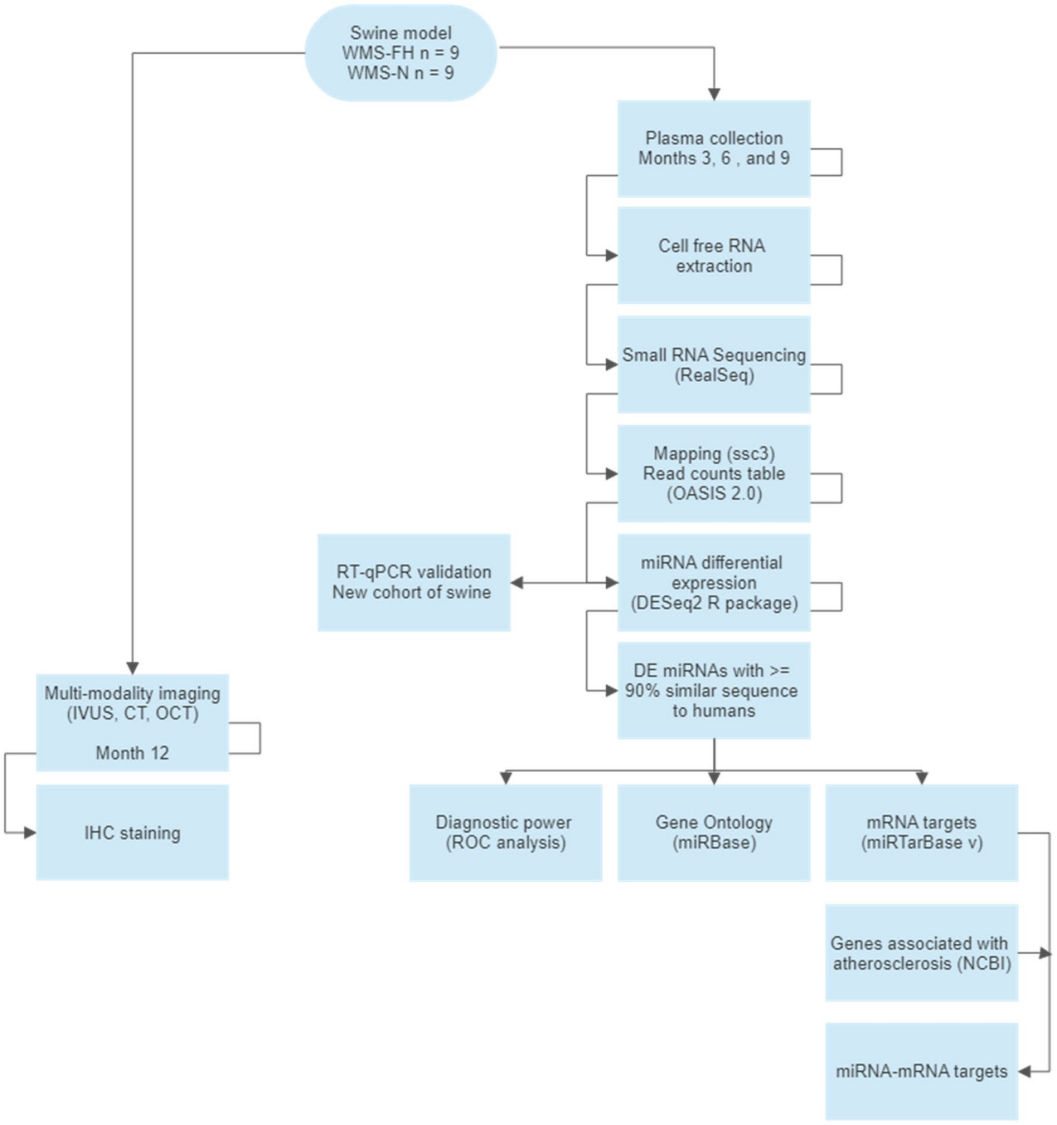
Flow diagram outlining the steps and methods used in the present study.

## Results

### Cholesterol levels in both experimental groups

The characteristics of the animals used for small RNA sequencing are summarized in supplemental Table 2. No significant differences were observed between WMS-FH and WMS-N controls in the weight category. Total cholesterol levels, across the three-time points, were significantly higher in WMS-FH compared to WMS-N (*p* < 0.001). A certain level of variability in total cholesterol levels is commonly seen in WMS-FH model (Fig. 2). Total cholesterol levels in WMS-FH increased from 281.75 ± 89.86 mg/dL at month 3 to 436.9 ± 142.95 mg/dL at month 6 (*p* < 0.05). Cholesterol levels stabilized at 6 months and did not change much by 9-months (month 6 vs. month 9, *p* > 0.1). There were no significant changes in cholesterol levels in the WMS-N control group.

**Figure 2:**
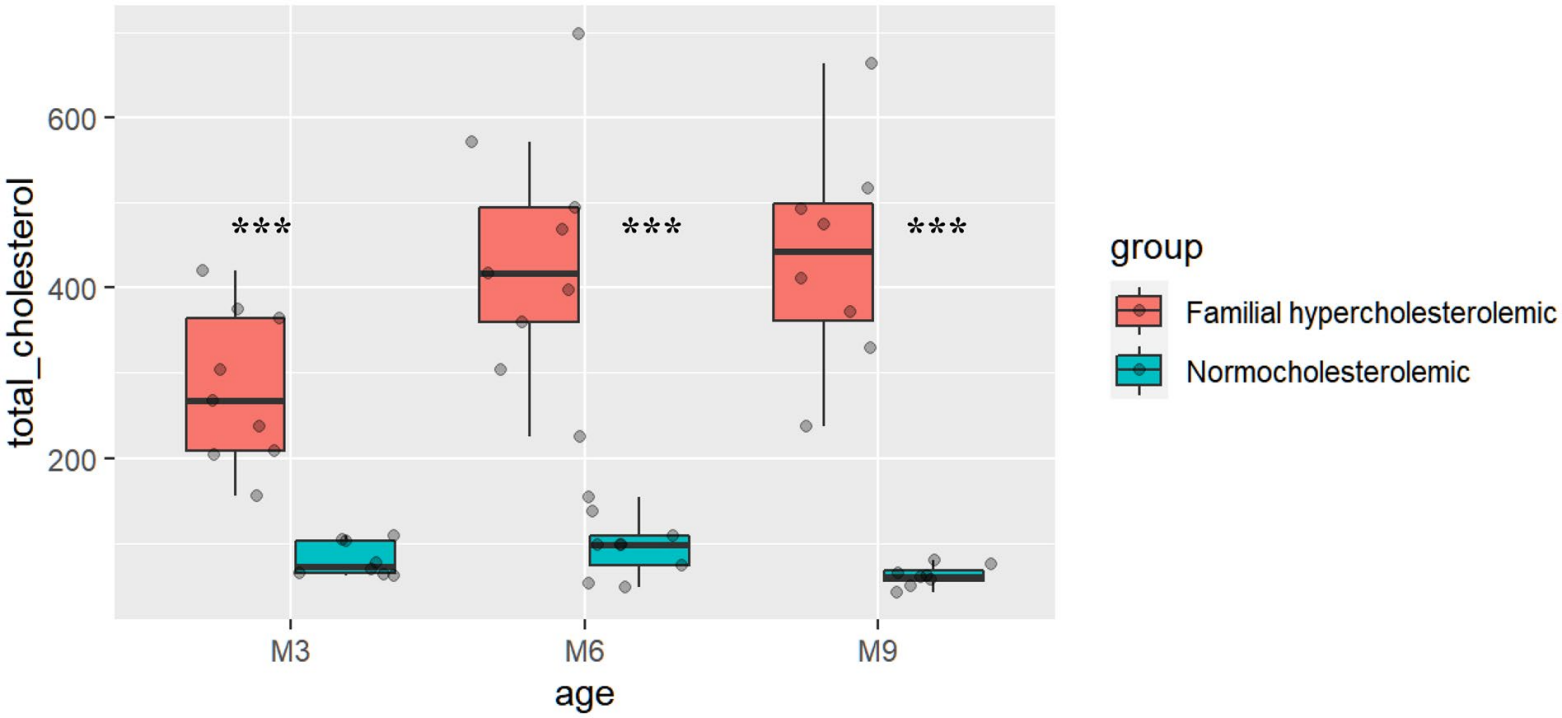
Estimated total cholesterol mg/dL measured using the ELISA method. The boxplots represent total cholesterol levels per group (WMS-FH vs. WMS normal) at each time point (months 3, 6, and 9). The data are for animals recruited in cohort 1. ***p < 0.001.

### Multimodality imaging evaluation of atherosclerotic lesions

All animals underwent multimodality imaging with angiography (Fig. 3A), IVUS (Fig. 3B), and OCT (Fig. 3C) at termination of the study (~ 12-months). Evidence of coronary atherosclerosis was documented in 7/9 WMS-FH animals (78%) and in none of the control group animals. No evidence of peripheral atherosclerosis was documented in any of the animals. In the animals with coronary atherosclerosis, the disease was more frequently seen in the right (6/26, 23%) and left anterior descending (5/26, 19%) arteries. Imaging OCT and IVUS analysis results are shown in Table 1. The mean lesion length by OCT was 27 ± 16 mm and the mean percentage area of stenosis was 23% ± 8%.

**Figure 3:**
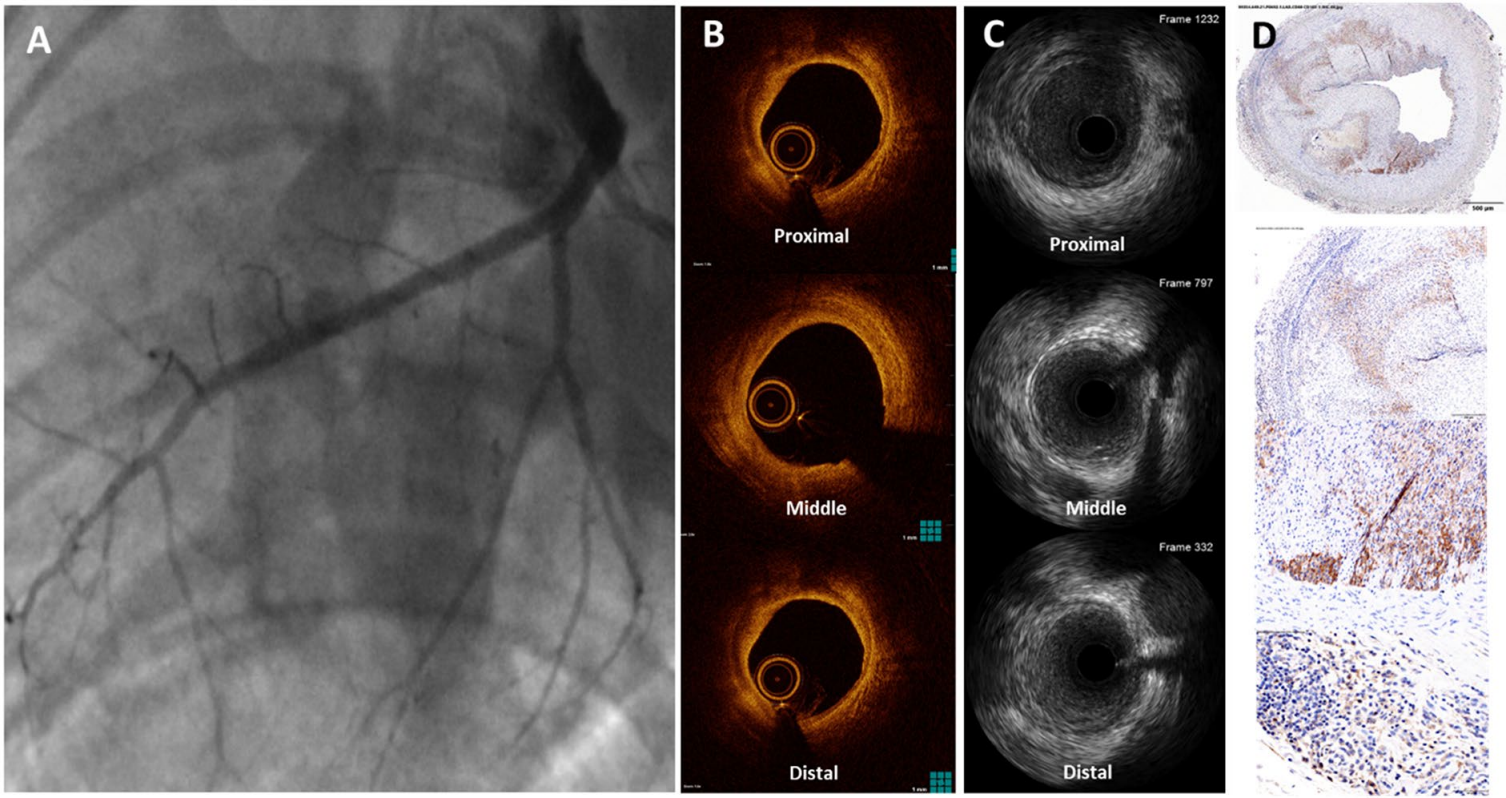
Representative images of angiography (**A**), IVUS (**B**), OCT (**C**), and correlated histological sections (**D**) from a diseased coronary artery.

**Table 1:** Multi-modality imaging analysis.

Optical Coherence Tomography Analysis (n = 11 vessels)	Lesion length (mm)	27.2 ± 16.1
	Lumen area (mm^2^)	9.38 ± 2.52
	Lumen diameter (mm)	3.41 ± 0.50
	Vessel area (mm^2^)	12.07 ± 2.79
	Vessel diameter (mm)	3.88 ± 0.48
	Intimal thickness (mm)	0.24 ± 0.08
	Area stenosis (%)	23 ± 8
Intravascular Ultrasound Analysis (n = 8 vessels)	Minimal lumen diameter (mm)	2.75 ± 0.62
	Minimal lumen area (mm^2^)	7.43 ± 3.53
	Lumen volume (mm^3^)	465.04 ± 400.98
	Vessel volume (mm^3^)	566.16 ± 461.12
	Plaque volume (mm^3^)	98.70 ± 88.22
	Plaque burden (%)	23 ± 9
Quantitative Coronary Angiography (n = 7 vessels)	Minimal lumen diameter (mm)	2.40 ± 0.37
	Reference vessel diameter (mm)	2.92 ± 0.57
	Diameter stenosis (%)	17.45 ± 5.44

### Histopathology evaluation of coronary lesions

A summary of the immunohistochemistry findings by animal is presented in Table 2. Low numbers of evenly dispersed cells within the adventitia and perivascular adipose tissue were positive for CD61/CD163-1 in both study groups regardless the presence of atherosclerosis findings. These cells were slightly more prevalent in perivascular areas and were consistent with resident macrophages.

**Table 2:** Summary of immunohistochemistry results by animal.

Animal	Arteries Examined	Histology Consistent with Atherosclerosis	Arteries Exhibiting Atherosclerotic Changes	CD68/CD163-1 IHC Positive staining						
				% Stained Area	Atherosclerotic IH	Media associated with atherosclerosis	Hypercellular adventitia in levels with atherosclerosis	Nonatherosclerotic IH	Altered media not associated with atherosclerosis	Native Adventitia/Perivascular adipose tissue
WMS-N	LAD, RCA	−	N/A	< 5%	−	−	−	+	+	+
WMS-FH1	LAD, RCA	+	LAD, RCA	10–20%	+	+	+	−	−	+
WMS-FH2	LAD, RCA	+	LAD, RCA	10–20%	+	+	+	−	−	+
WMS-FH3	LAD, RCA	+	LAD	5–10%	+	−	−	−	−	+
WMS-FH4	LAD	+	LAD	5–10%	+	+	−	−	−	+

Sections were stained with anti-CD68 and anti-CD163-1 which were markers for M1 and M2 macrophages.

IH, intimal hyperplasia; LAD, left anterior descending artery; NI, neointima; RCA, right coronary artery.

The coronary segments exhibiting atherosclerotic changes had easily discernible intimal hyperplasia. CD61/CD163-1 positive staining cells were common within these regions and the distribution was not uniform as the density of positive cells varied throughout the intimal hyperplasia around the circumference of the affected artery. The CD61/CD163-1 positive staining cells appeared to be at least slightly more prominent near the IEL as compared to regions near the luminal surface. Commonly, the CD61/CD163-1 positive staining extended into the tunica media in focal areas contiguous with regions of positive staining in the intimal hyperplasia. In some of the atherosclerotic segments, segmental areas of minimal to mild hypercellularity of the adventitia contained CD61/CD163-1 positive cells, which were in a higher density than the native, positive staining cells observed in regions of normal adventitia (Fig. 4).

**Figure 4:**
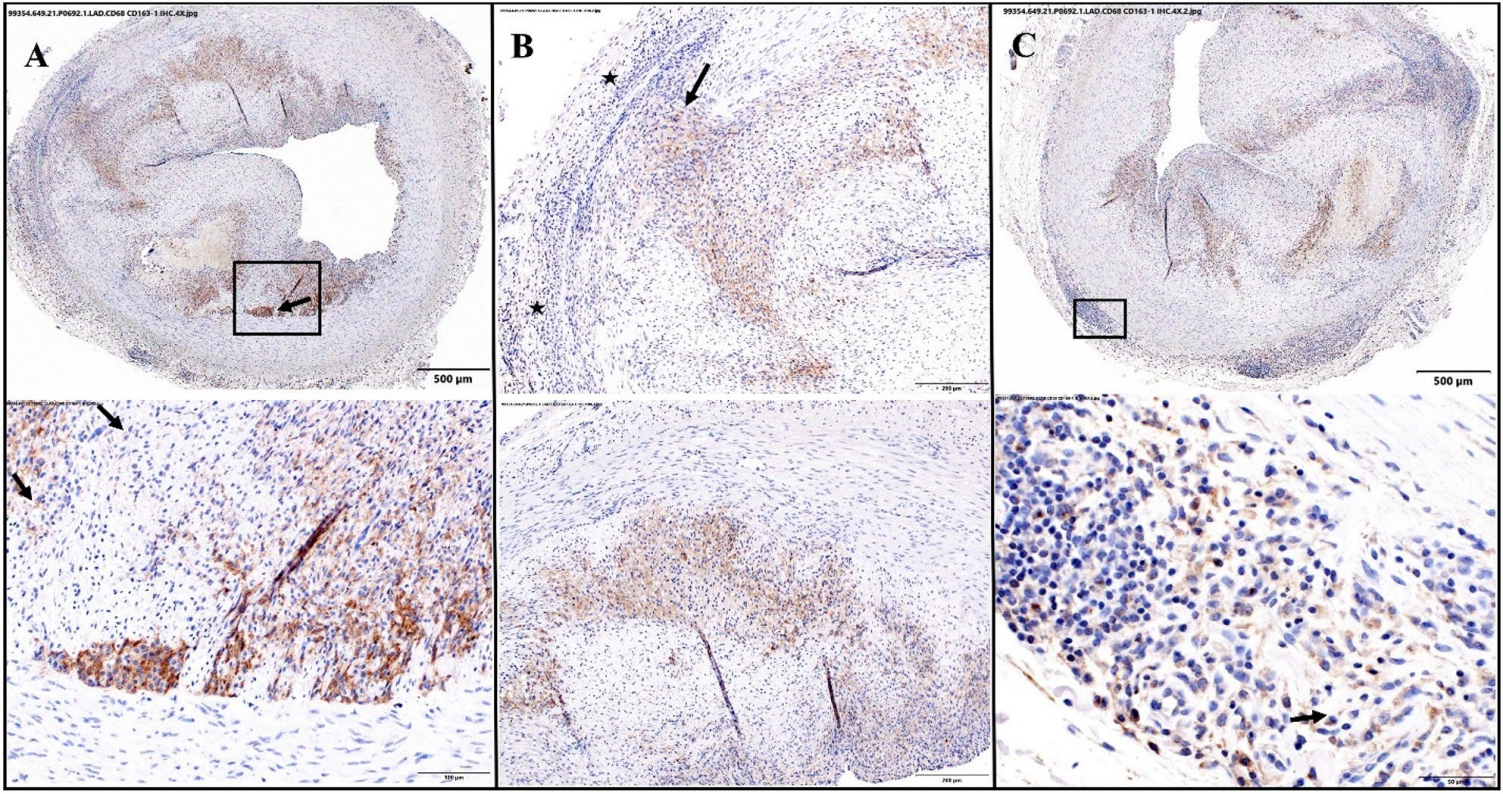
Representative lesion LAD in the FH-WMS: CD68 and CD163-1 IHC, DAB and hematoxylin counterstain. (**A**) The box in the top micrograph denotes the location of the bottom micrograph and is centered on the interface of the intima and tunica media. There is marked intimal hyperplasia. Most cells staining positively for CD68/CD163-1 are within the hyperplastic intima, but there are focal areas in which positively staining dells are within the tunica media (arrow); (**B**) The micrographs show two segmental areas of the arterial wall in which there is marked intimal hyperplasia. The brown staining cells are positive for CD68/CD163-1, markers for macrophages. Most positively staining cells are within the hyperplastic intima. There is a focal area of positive staining in the tunica media (top arrow), and there also is positive staining with hypercellular areas of the adventitia (top stars); and (**C**) The box in the top micrograph denotes the location of the bottom micrograph and is centered on a focal area of hypercellularity of the tunica adventitia. Within the hypercellular area there are cell staining positively for CD68/CD163-1, markers for macrophages. Positive staining cells are also easily discernible in the hyperplastic intima (top).

### Differentially expressed miRNAs

We assessed the differential expression of plasma miRNAs between WMS-FH and WMS-N at months 3, 6, and 9. 

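Plasma cell-free RNA was sequenced from female WMS-FH pigs, whose impaired LDL receptor leaves cholesterol high in the blood, and from WMS-N pigs of the same background, when the animals were 3, 6, or 9 months old. Small RNA libraries were made with the RealSeq-Biofluids kit and read in one direction for 75 bp. The authors aligned the trimmed reads with STAR to swine miRNAs and the swine genome, and the deposited raw table holds whole-number counts of miRNAs in 53 libraries. There are 9 libraries per group at each month except for WMS-N at month 9, which has 8 because replicate 9 has no counts. At month 3, the totals per library ran from 1713173 to 5065541 counts (median 3032015) in WMS-FH and from 1413898 to 5834554 (median 3121890) in WMS-N. At month 6, they ran from 1922763 to 6581616 (median 3286092) in WMS-FH and from 2445081 to 7857100 (median 4168953) in WMS-N. At month 9, they ran from 1714642 to 5365226 (median 3391028) in WMS-FH and from 1682722 to 8097324 (median 3166758.5) in WMS-N. miR-451, a miRNA of red blood cells, took 28.0% ± 2.59 (SD, n = 9) of the counts in WMS-FH and 27.2% ± 5.76 (SD, n = 9) in WMS-N at month 3, and 43.1% ± 6.47 (SD, n = 9) and 41.0% ± 6.01 (SD, n = 8) at month 9.

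The groups were compared month by month with edgeR's quasi-likelihood test on the raw counts, after TMM normalization and a filter on low counts, at the paper's threshold of an adjusted p of 0.1. Values without a named setting come from this fit. The paper used DESeq2 with the A414 hemolysis reading and the weight of each animal in the model. Neither is given per animal in the deposited files, so the fit held the group alone, and a hemolysis index (log2 of miR-451 minus log2 of miR-23a) was tried as a covariate. A deposited table of normalized counts covers 51 libraries. Of its columns, 43 hold the raw counts of the same label divided by one factor, and 8 WMS-N columns hold the counts of a library that has another label in the raw table, 7 of them from another month. The values here follow the labels of the raw table, except those on the authors' normalized counts, which follow the labels of that table, so that in them the normalization and the labels of these 8 libraries change together.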

Supplemental Table 3 summarizes the significant DE miRNAs with *p* < 0.1. A total of 20, 19, and 9 DE miRNAs were identified for months 3, 6, and 9, respectively. In addition, some DE miRNAs were present in at least two-time points (i.e., 3 and 6 months, 6 and 9 months, 3 and 9 months, Fig. 5). miR-194b-5p was differentially expressed between WMS-FH and WMS-N at all three-time points (months 3, 6, and 9). In contrast, miR-7140-5p, miR-7140-3p, miR-9805-3p, miR-138, and miR-130a were only captured at months 3 and 6. Similarly, miRNAs miR-486 and miR-126-3p were differentially expressed at two-time points (months 6 and 9) only.

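At month 3, the smallest p-values belonged to miR-190a, with a log2 fold change between WMS-FH and WMS-N of −0.91 (standard error 0.24), miR-129a-3p, with −0.71 (standard error 0.21), and miR-574, with −0.78 (standard error 0.23). At month 6, they belonged to miR-9805-3p, with 1.94 (standard error 0.49), and to miR-194b-5p. At month 9, they belonged to miR-194b-5p, to miR-184, whose log2 fold change of 5.09 (standard error 1.48) rests on few libraries (112 ± 328 CPM, SD, n = 9, in WMS-FH), to miR-335, and to miR-486, a miRNA of red blood cells. miR-34c had −1.22 (standard error 0.40) at month 9.

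None of the 247, 247, and 240 miRNAs tested at months 3, 6, and 9 passed the threshold with edgeR's quasi-likelihood test, the lowest adjusted p being 0.198, 0.185, and 0.217. At an unadjusted p under 0.05 there were 34 miRNAs at month 3 (16 higher and 18 lower in WMS-FH), 30 at month 6 (20 and 10), and 36 at month 9 (20 and 16). DESeq2 on the same counts called 5, 3, and 5 miRNAs, all of them in the paper's lists, and 2, 4, and 7 with the hemolysis index in the model. limma on the authors' normalized counts called 10, 0, and 0. Supplemental Table 3 has 48 entries. Of these, 41 passed the filter on low counts and all 41 had the paper's direction, and an unadjusted p under 0.05 was reached by 16 of 17 tested entries at month 3, 11 of 15 at month 6, and 9 of 9 at month 9. The entries were chosen on these same animals, so this is no independent evidence of their direction. From the adjusted p-values of its model at each month, the paper states that these miRNAs were differentially expressed. For a subset it also reports RT-qPCR in a second cohort, where miR-194b-5p was higher in WMS-FH at months 6 and 9 but not at month 3. There, at month 6, miR-206 was higher and miR-138 and miR-126-3p were lower in WMS-FH, while miR-138 did not differ at month 3.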

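miR-194b-5p, of the miR-194 family that is abundant in liver and intestine, averaged 126 ± 155 CPM (SD, n = 9) in WMS-FH and 39.9 ± 14.2 CPM (SD, n = 9) in WMS-N at month 3. The averages were 360 ± 748 CPM (SD, n = 9) and 45.8 ± 33.2 CPM (SD, n = 9) at month 6, and 129 ± 139 CPM (SD, n = 9) and 29.1 ± 19.4 CPM (SD, n = 8) at month 9. The log2 fold changes were 1.67 (standard error 0.53, adjusted p = 0.198 from edgeR), 2.97 (standard error 0.87, adjusted p = 0.327), and 2.14 (standard error 0.56, adjusted p = 0.217). At months 3 and 6 the values of the groups overlapped (exact rank-sum test, two-sided, p = 0.161 and p = 0.113), while at month 9 they parted further (p = 0.0037 from the same exact test). WMS-FH replicate 9 had high values, and without it the log2 fold change was 0.98 at month 3, 1.43 at month 6, and 1.60 at month 9. DESeq2 called miR-194b-5p at months 3 and 9, and with the hemolysis index in the model it called it at months 6 and 9 and not at month 3 (adjusted p = 0.105).

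**Figure D1:**
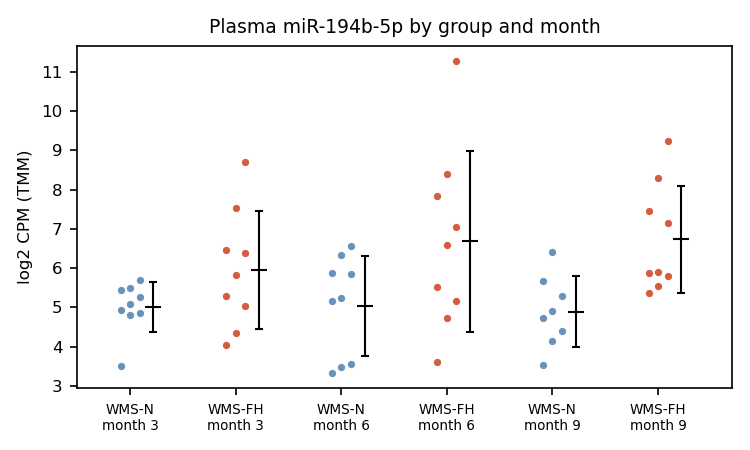
Plasma miR-194b-5p in log2 CPM, normalized by TMM over the 53 libraries (vertical axis), in WMS-N and WMS-FH pigs at each month (horizontal axis). Points are libraries and bars are the mean ± SD. The highest WMS-FH value at month 6 was 11.28, and the WMS-N values of that month ran from 3.33 to 6.56.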

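Both arms of miR-7140 were higher in plasma of WMS-FH than of WMS-N at month 6. Their counts lie below the filter (median of 8 counts for miR-7140-5p and 10 for miR-7140-3p in WMS-FH at month 6, against 1 and 3 in WMS-N), so they were tested in a fit with no filter. At month 6, miR-7140-5p averaged 2.65 ± 1.07 CPM (SD, n = 9) in WMS-FH and 0.421 ± 0.420 CPM (SD, n = 9) in WMS-N, a log2 fold change between the groups of 2.43 (standard error 0.49, adjusted p = 0.0139 from edgeR). In WMS-FH at month 3 it averaged 7.38 CPM, so these averages, each normalized within its month, show no rise over time. At month 6, miR-7140-3p averaged 4.64 ± 3.23 CPM (SD, n = 9) in WMS-FH and 0.992 ± 0.699 CPM (SD, n = 9) in WMS-N, a log2 fold change of 2.20 (standard error 0.46, adjusted p = 0.0139). Leaving out the WMS-FH library with the highest value left 2.28 for miR-7140-5p and 1.93 for miR-7140-3p. At month 3, the log2 fold changes in the fit with no filter were 2.33 (standard error 0.76) for miR-7140-5p and 1.53 (standard error 0.49) for miR-7140-3p, both with an adjusted p of 0.171. Under the labels of the normalized table, chosen after seeing the data, neither arm was called at month 6 with DESeq2 (log2 fold change 0.99, adjusted p = 0.799, for miR-7140-5p and 1.26, adjusted p = 0.599, for miR-7140-3p), which called both with the labels of the raw table. limma on the authors' normalized counts, set before the data were examined, called neither arm at month 6.

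miR-9805-3p averaged 7.12 ± 8.16 CPM (SD, n = 9) in WMS-FH and 1.86 ± 1.03 CPM (SD, n = 9) in WMS-N at month 6 (adjusted p = 0.185), and its log2 fold change fell from 1.94 to 1.33 without WMS-FH replicate 9. At month 9 its counts summed to 79 in the 9 WMS-FH libraries and 127 in the 8 WMS-N libraries, and at month 3, with no filter, its log2 fold change was 0.99 (standard error 0.33, adjusted p = 0.171). miR-138 had log2 fold changes of −0.67 (standard error 0.23, adjusted p = 0.198) at month 3, −0.89 (standard error 0.37, adjusted p = 0.348) at month 6, and −0.07 (standard error 0.30, adjusted p = 0.897) at month 9. For miR-130a, a regulator of endothelial growth, they were −0.41 (standard error 0.17, adjusted p = 0.306), −0.51 (standard error 0.21, adjusted p = 0.348), and −0.25 (standard error 0.20). The change of the group difference with month was called for none of these miRNAs with edgeR, and for miR-9805-3p with DESeq2 (adjusted p = 0.0974).

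**Figure D2:**
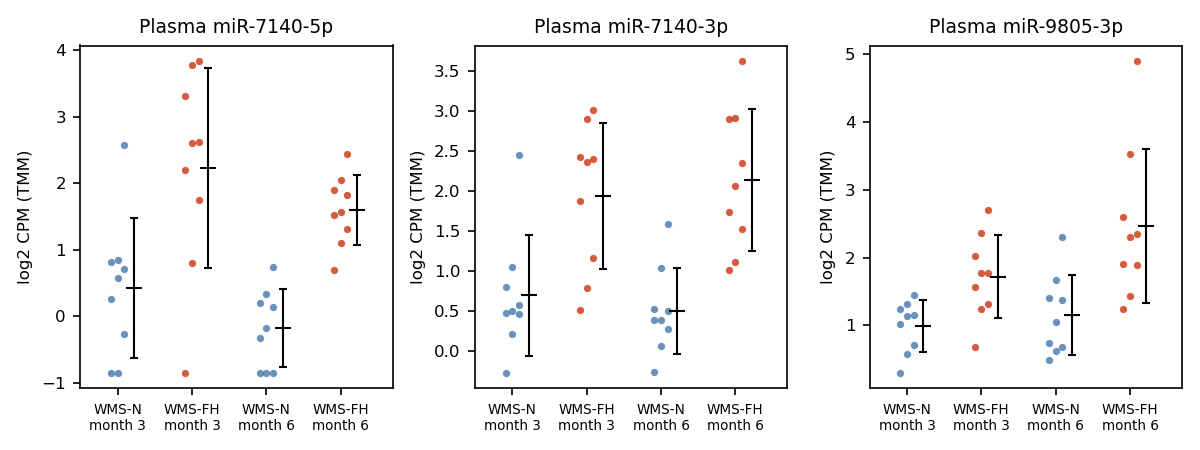
Plasma miR-7140-5p, miR-7140-3p, and miR-9805-3p in log2 CPM, normalized by TMM over the 53 libraries (vertical axes), in WMS-N and WMS-FH pigs at months 3 and 6 (horizontal axes). Points are libraries and bars are the mean ± SD. At month 6, miR-7140-5p ran from 0.70 to 2.44 in WMS-FH and from −0.85 to 0.75 in WMS-N.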

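miR-486, one of the most abundant miRNAs of red blood cells, averaged 6604 ± 3657 CPM (SD, n = 9) in WMS-FH and 4234 ± 3191 CPM (SD, n = 9) in WMS-N at month 6, a log2 fold change of 0.64 (standard error 0.37, adjusted p = 0.455 from edgeR). At month 9 it averaged 6603 ± 4837 CPM (SD, n = 9) and 2866 ± 990.3 CPM (SD, n = 8), a log2 fold change of 1.20 (standard error 0.37, adjusted p = 0.217). With the hemolysis index in the fit, the month 9 value fell to 0.71 and was called by edgeR. At month 3, where the paper does not list miR-486, the log2 fold change was 0.53 (standard error 0.20, adjusted p = 0.287). miR-126-3p, a miRNA of endothelial cells, had log2 fold changes of similar size at the 3 months, −0.58 (standard error 0.22, adjusted p = 0.287) at month 3, −0.58 (standard error 0.28, adjusted p = 0.405) at month 6, and −0.54 (standard error 0.22, adjusted p = 0.313) at month 9. Its other arm, miR-126-5p, which the paper lists at month 3, had −0.52 (standard error 0.17, adjusted p = 0.198), −0.31 (standard error 0.30, adjusted p = 0.702), and −0.42 (standard error 0.25, adjusted p = 0.355).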

**Figure 5:**
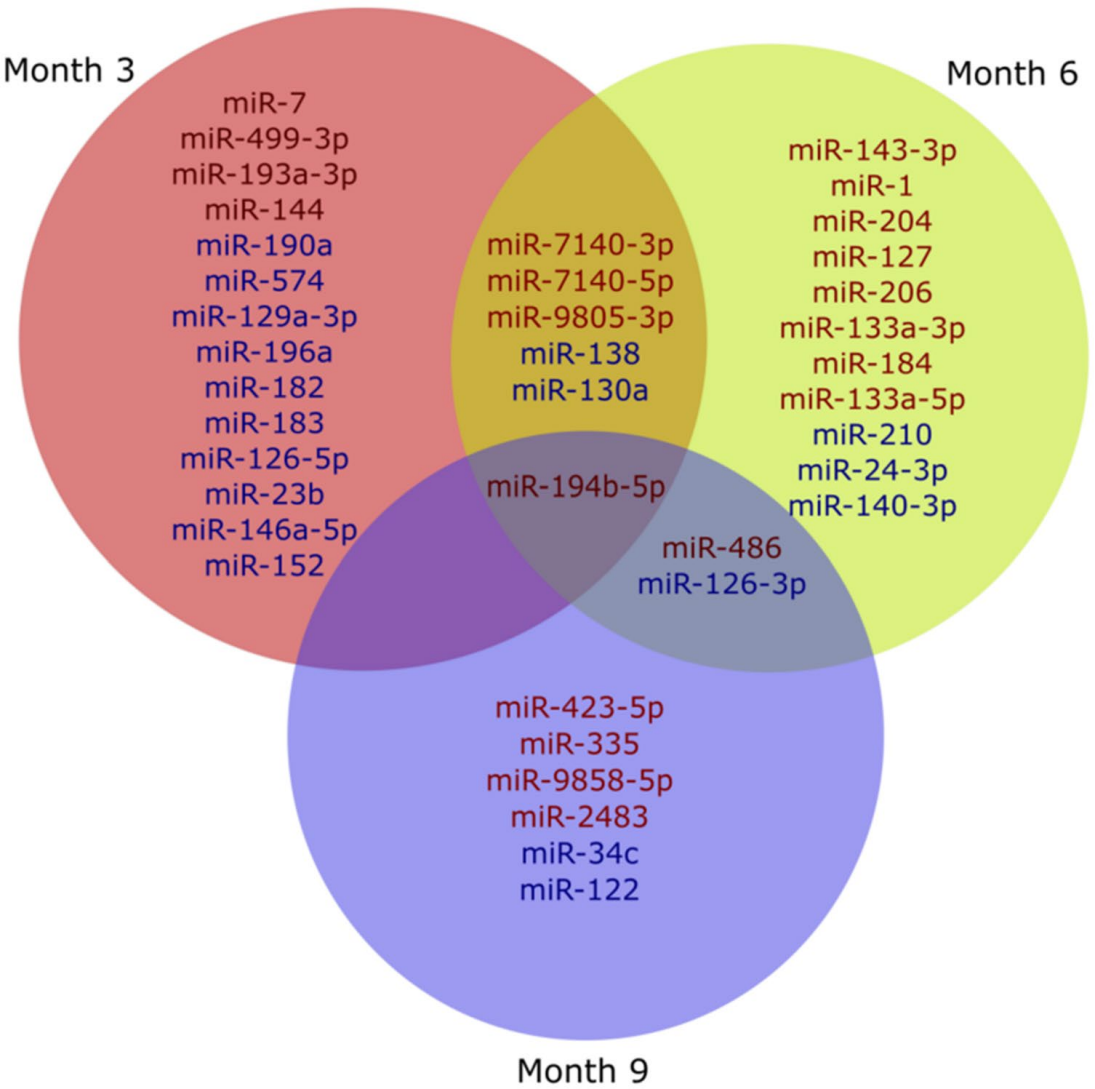
Venn diagram of differentially expressed miRNAs between WMS-FH and WMS-N, at months 3, 6, and 9. Red miRNAs are upregulated in WMS-FH. Blue miRNAs are downregulated in WMS-FH.

### miRNA targets and gene ontology

miRNAs are known regulators of mRNA expression^16^. We identified validated mRNA targets for the DE miRNAs that share > 90% sequence similarity with human miRNAs (Supplemental Table 4). Several of the obtained mRNAs are targeted by multiple DE miRNAs. Among the targets, we identified chemokines (e.g., CXCL12, CXCL8, CXCR4), cytokines (e.g., CSF1), adhesion molecules (e.g., ICAM1, and VCAM1), growth factors (e.g., VEGFA), integrins (e.g., ITGB1 and 4, ITGA5 and 6), matrix metalloproteinases (MMP13, MMP14, MMP2, MMP7, MMP9), transcription factors (e.g., PPARG, SOX4, SOX9, SOX2, SP1, and YY1), calcium binding proteins (S100A1, S100A8, and S100A9), toll-like receptors (e.g., TLR2, TLR4), and epigenome modifiers (e.g., DNMT1, DNMT3A, SIRT, EP300, MECP2 and SIRT1). The full list of validated targets can be found in Supplemental Table 5. The biological relevance of DE miRNAs was assessed via gene ontology search. Several relevant GO terms to hypercholesterolemia and atherosclerosis were enriched in our results such as negative regulation of interleukin-10 production (miR-194b-5p), negative regulation of amyloid beta clearance (miR-7), positive regulation of cell molecule adhesion (miR-144), positive regulation of high-density lipoprotein particle clearance (miR-144), negative regulation of cholesterol storage and IL-6 and IL-8 production (miR-146a-5p), positive regulation of phagocytosis, cholesterol and fatty acid biosynthesis processes (miR-183-5p), and regulation of vascular associated smooth muscle cell proliferation and differentiation (miR-182). The full data for GO terms per DE miRNA is summarized in Supplemental Table 6. Some of the GO terms were represented by more than one miRNA (Supplemental Table 7).

### RT-qPCR validation of DE miRNAs in the second cohort of animals

We validated a subset of DE miRNAs in a new cohort of animals. Among the tested miRNAs, miR-194b-5p was differentially expressed between WMS-FH and WMS-N at 3, 6, and 9 months of age; however, the RT-qPCR showed a significantly higher expression in WMS-FH at months 6 and 9 but not at month 3. Also, miR-194b-5p expression increased with age (month 6: FC = 1.579, *p* = 0.007; month 9: FC = 3.313, *p* = 0.042). Moreover, DE miR-194b-5p showed expression differences between females and males (*p* = 0.036) at month 9, where females exhibited higher expression for this miRNA. Similar to miRNA sequencing results, upregulated miR-206, downregulated miR-138, and miR-126-3p were also validated at month 6. No statistically significant differences between WMS-FH and WMS-N were found for miR-138 at month 3. Supplemental Table 8 summarizes gene expression of tested miRNAs in the second cohort of animals.

### Diagnostic power of DE miRNAs

The discriminatory power between healthy animals and those with atherosclerotic disease was assessed using the ROC method. 

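The paper sorted the animals by imaging and histopathology and measured the area under the ROC curve (AUC) on normalized reads of the differentially expressed miRNAs. The deposited labels give the genotype group of each library but not which animals had lesions. The AUC was therefore computed on TMM-normalized CPM for all WMS-FH against all WMS-N libraries of a month, which makes 9 against 9 at months 3 and 6 and 9 against 8 at month 9. An AUC of 50% means that neither group ranks higher, and 100% that the groups do not overlap. Each value is given in the direction that exceeds 50%. Its p comes from the exact two-sided rank-sum test over all assignments of the libraries to the groups, and the smallest p that these sizes allow is 4.11e-05 at months 3 and 6 and 8.23e-05 at month 9. The power calculation of pROC gives an AUC threshold of 89.63% at a power of 0.8 and 93.91% at 0.95 with 6 diseased and 7 healthy animals. With 9 animals per group it gives 84.8% and 90.2%.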

Only miRNAs with an AUC threshold that conferred statistical power ≥ 0.8 and *p* < 0.05 were considered powerful enough to distinguish between groups. The estimated AUC threshold was 89.63%. miRNAs that can discriminate between animals with the disease and healthy ones were found at months 3 and 9 (Table 3 and Supplemental Fig. 1), whereas miRNAs at month 6 showed weak discriminatory power. 

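At month 3, the 4 miRNAs of Table 3 in the paper had lower CPM in WMS-FH, with an AUC of 91.4% for miR-196a (exact p = 0.00185), 85.2% for miR-190a (exact p = 0.0106), and 84.0% each for miR-138 and miR-152 (exact p = 0.0142). At month 9, miR-335 had an AUC of 87.5% (exact p = 0.0079) and miR-423-5p of 83.3% (exact p = 0.0206), both with higher CPM in WMS-FH. miR-486, also with higher CPM in WMS-FH, and miR-126-3p, with lower CPM, had 81.9% each (exact p = 0.0274). The paper's values for these 8 miRNAs, over its own classes of animals, lie between 90.48% and 97.62%. Among all miRNAs tested, 1 of 247 at month 3 (miR-196a), 0 of 247 at month 6, and 1 of 240 at month 9 (miR-194b-5p, 90.3%, exact p = 0.0037) reached 89.63%. The exact p was under 0.05 for 20, 13, and 24 miRNAs, and the lowest after adjustment over a month was 0.386, 0.437, and 0.427. With scaling by library size alone, no miRNA of the paper's list reached the threshold at month 3, and 4 did at month 9, among them miR-335 and miR-486 (93.1% each) and miR-423-5p (90.3%). On the authors' normalized counts, none of the paper's 4 miRNAs of month 9 reached the threshold, and miR-335 had 65.3%. From AUCs at or above the threshold, the paper concludes that miRNAs of months 3 and 9 can tell diseased from healthy animals.

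**Figure D3:**
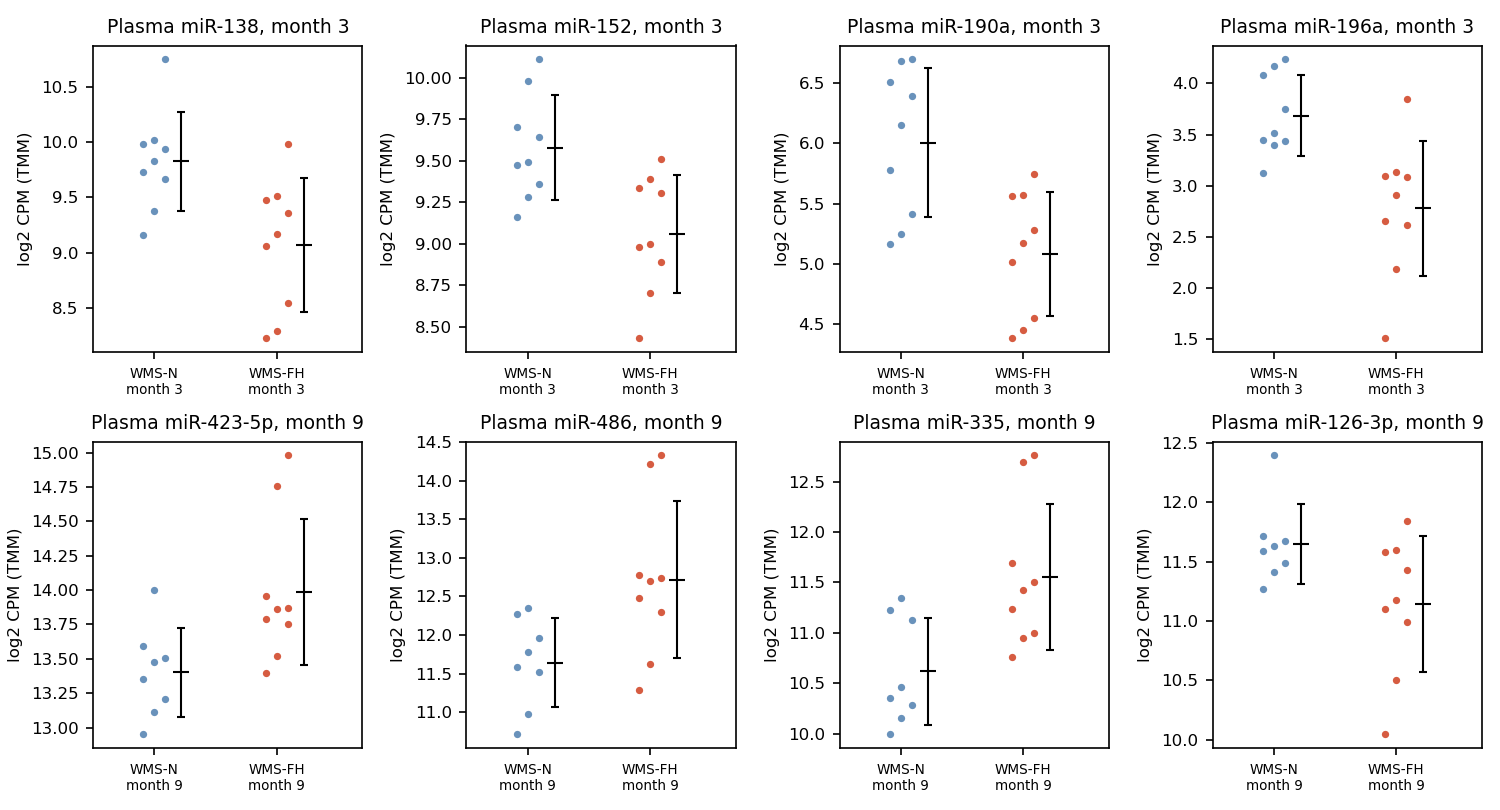
Plasma levels in log2 CPM, normalized by TMM over the 53 libraries (vertical axes), of the 4 miRNAs of month 3 (top) and the 4 of month 9 (bottom) in WMS-N and WMS-FH pigs (horizontal axes). Points are libraries and bars are the mean ± SD. miR-196a ran from 1.51 to 3.85 in WMS-FH and from 3.13 to 4.23 in WMS-N.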

Figure 6 summarizes the biological processes and mRNA targets for those miRNAs with good diagnostic power.

**Table 3:** miRNAs with discriminatory power to differentiate case (disease) from control (healthy). P-value < 0.05.

Age	miRNA	AUC (%)	CI 95%
	Power = 0.8; AUC threshold = 89.63%		
Month3	miR138	90.48	70.68–100
	miR190a	90.48	70.90–100
	miR152	90.48	70.90–100
	miR196a	97.62	91.02–100
Month9	miR423-5p	92.86	77.52–100
	miR486	90.48	70.90–100
	miR335	90.48	73.65–100
	miR126-3p	95.24	84.19–100
	Power = 0.95; AUC threshold = 93.91%		
Month3	miR196a	97.62	91.02–100
Month9	miR126-3p	95.24	84.19–100

**Figure 6:**
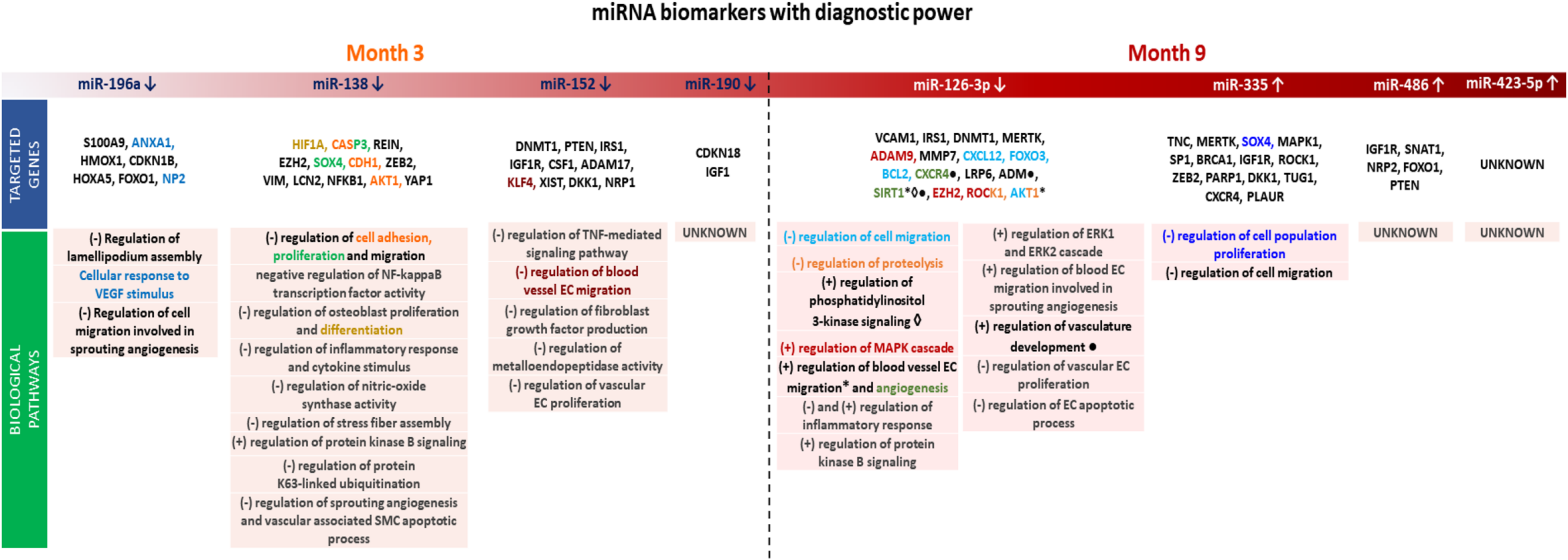
Biological processes associated with those differentially expressed miRNAs with diagnostic power and target genes. The indicated genes in the figure are known to be involved/associated with atherosclerosis development in humans (data obtained from NCBI). Genes participating in a biological process are highlighted in the same color/sign.

## Discussion

Early atherosclerosis detection is a critical step towards the prevention of disease progression and acute plaque destabilization. Several studies have proposed the use of circulating miRNAs as biomarkers to diagnose the presence of atherosclerosis in humans^5,9,10,17^. miRNAs regulate gene expression and play a role in cell-to-cell communication^16^ and are found circulating in the blood bound to lipoproteins^18^ or encapsulated in exosomes or microvesicles^8^. In the present study, we used a well-characterized swine model of atherosclerosis (WMS-FH) to study the DE of circulating miRNAs over a period of 9 months and correlated these changes with the histological presence of atherosclerosis. The study findings show that (a) atherosclerosis was diagnosed by in vivo multimodality imaging and confirmed by histopathology in 7/9 (78%) of the WMS-FH and in none of the animals in the control group, (b) several DE miRNAs were identified at multiple time points and few remained DE overtime, (c) some of these DE miRNAs showed decent discriminatory power for the diagnosis of coronary artery atherosclerosis and (d) the gene targets and biological processes influenced by these miRNAs provided insight into their possible biological relevance in the context of atherosclerosis development.

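The plasma profile as a whole was compared between WMS-FH and WMS-N with a distance-based pseudo-F over the log2 CPM of all miRNAs tested in a month, with an exact permutation test over every assignment of the libraries. The pseudo-F was 1.93 at month 3 (exact permutation p = 0.0752), 1.92 at month 6 (exact permutation p = 0.025), and 1.68 at month 9 (exact permutation p = 0.123). The month 6 value missed an exact p of 0.05 with library sizes alone (pseudo-F 1.69) and with the authors' normalized counts (1.22), and the month 3 value passed it with the authors' normalized counts (3.08). Of the lists of miRNAs fixed before the data were examined, one holds muscle miRNAs. The paper's results for these same animals had been seen, with miR-499-3p listed at month 3 and miR-206 at month 6. The list is therefore no independent evidence. At month 3, all 8 muscle miRNAs, among them miR-133a-3p, miR-208b, and miR-133b, had positive log2 fold changes (mean 1.53, adjusted p = 0.000128 from camera with a preset correlation, adjusted p = 0.838 with an estimated correlation). Of 100 splits of the libraries, with the real one included, 94 gave as many called lists as the real 2. None of the 8 passed over all miRNAs in the edgeR fit of that month, 7 were higher when adjusted over the list alone, and limma on the authors' normalized counts called miR-1, miR-133b, miR-206, and miR-208b.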

Our study demonstrated that circulating miRNA profiles start to differ between WMS-FH and WMS-N at very early stages of atherosclerosis development and continue to change over time. Only a handful of miRNAs remained DE over time, demonstrating the complexity and variability of the biological processes involved in atherosclerotic lesions. 

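Whether the group difference itself changed between months was tested with the group-by-month terms over all libraries. No miRNA of 274 passed with edgeR (lowest adjusted p = 0.163), 38 had an unadjusted p under 0.05, and DESeq2 called 4. The smallest p-values belonged to miR-184, miR-30a-3p, and miR-143-3p, a miRNA of smooth muscle, whose log2 fold change went from −0.32 (standard error 0.22) at month 3 to 0.95 (standard error 0.32) at month 6 and −0.49 (standard error 0.30) at month 9. miR-204 and miR-499-3p were also among the 10 smallest, with positive log2 fold changes at months 3 and 6 and negative ones at month 9. At month 6 the sign of miR-204 turned without WMS-FH replicate 9 (−0.08) and with DESeq2 (−0.16), and that of miR-499-3p in limma on the authors' normalized counts (−0.37). The miR-183 cluster kept its sign. miR-183 had −0.66 (standard error 0.23), −0.80 (standard error 0.30), and −0.44 (standard error 0.26) at the 3 months. Both tested members of the cluster were lower at months 3 and 6 when adjusted over the list alone. Neither passed over all miRNAs in the edgeR fits of those months. With so few members, which are transcribed together, adjustment over the list is hardly stricter than the unadjusted p. The paper lists both members at month 3 from these same animals, and its results had been seen. The list is therefore no independent evidence. miR-183 was called at month 3 by limma on the authors' normalized counts and at month 6 with all libraries in one fit. That fit and the test of the group-by-month terms treated the libraries as independent, while the paper bled each animal at every month.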

Our results indicate that DE miRNAs undergo dynamic changes in the early stages of atherosclerosis and continue to be dysregulated in the advanced stages of disease development. These miRNAs appear and reappear over time depending on the biological state of the disease and the involved mechanisms. This is supported by the detection of DE miR-194b-5p at months 3, 6, and 9 and other miRNAs that were captured only at one time point in the present work.

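Of the miRNAs that the paper lists at a single month, miR-335, with 0.93 (standard error 0.28, adjusted p = 0.217 from edgeR) at month 9, had −0.09 (standard error 0.16) at month 3 and 0.35 (standard error 0.20) at month 6. miR-423-5p had 0.55 (standard error 0.20, adjusted p = 0.242) at month 9 and −0.04 (standard error 0.12) and 0.19 (standard error 0.25) before. miR-129a-3p, with 18.0 ± 2.52 CPM (SD, n = 9) in WMS-FH and 29.6 ± 10.8 CPM (SD, n = 9) in WMS-N at month 3, had a log2 fold change of 0.88 (standard error 0.57) at month 6 and 0.09 (standard error 0.24) at month 9. The log2 fold change of miR-190a was −0.30 (standard error 0.31) at month 6 and −0.32 (standard error 0.24) at month 9.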

The nature of the DE miRNAs changes seen over time supports some of the well-described biological mechanisms involved in atherosclerosis development. At 3 months, many of the DE miRNAs regulate biological processes involving cell adhesion, migration, and proliferation. Regulation of cellular cholesterol clearance and foam cell formation were predominant at this timeframe. Among the DE miRNAs found in our study, miR-7, miR-144, miR-146a-5p, and miR-24-3p regulate foam cell formation. miR-7 and miR-144 were upregulated and promote foam cell formation by directly downregulating genes involved in cholesterol efflux (STK11 and TR4)^19,20^. In contrast, miR-146a and miR-146-5p were downregulated in the WMS-FH at 3 months. Specifically, miR-146-5p appears to have an atheroprotective effect by preventing foam cell formation through the downregulation of NF-κB and TRAF6 expression^21,22^.

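miR-7 averaged 895 ± 265 CPM (SD, n = 9) in WMS-FH and 620 ± 151 CPM (SD, n = 9) in WMS-N at month 3, a log2 fold change of 0.53 (standard error 0.19, adjusted p = 0.201 from edgeR), and had 0.44 (standard error 0.26) at month 6 and 0.57 (standard error 0.24) at month 9. miR-144, which is made in red blood cells together with miR-451, averaged 20071 ± 4746 CPM (SD, n = 9) and 15200 ± 7683 CPM (SD, n = 9) at month 3, a log2 fold change of 0.40 (standard error 0.23, adjusted p = 0.571). miR-24-3p had a log2 fold change of 0.07 (standard error 0.27, adjusted p = 0.956) at month 3 and −0.39 (standard error 0.21, adjusted p = 0.429) at month 6, where the paper lists it. Of the 5 tested miRNAs that the paper names for foam cells, which were chosen on these animals and are no independent evidence, none passed at month 3 over all miRNAs in the edgeR fit of that month. When adjusted over the list alone, 1 was higher (miR-7) and 1 was lower (miR-146a-5p).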

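miR-146a-5p, a miRNA induced by NF-κB that restrains inflammatory signaling, averaged 7752 ± 1312 CPM (SD, n = 9) in WMS-FH and 10409 ± 2486 CPM (SD, n = 9) in WMS-N at month 3. Its log2 fold change was −0.43 (standard error 0.15, adjusted p = 0.198 from edgeR), with an AUC of 85.2% (exact rank-sum test, two-sided, p = 0.0106). At month 6, where the paper does not list it, the log2 fold change was −0.50 (standard error 0.20, adjusted p = 0.348), and at month 9 it was −0.33 (standard error 0.24, adjusted p = 0.435). In the fit without the 8 WMS-N libraries whose labels differ between the tables, chosen after seeing the data, miR-146a-5p was called at month 3, and under the labels of the normalized table it was not (−0.26, adjusted p = 0.634 from edgeR).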

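At month 6, the 8 muscle miRNAs in the table (miR-1, miR-133a-3p, miR-133a-5p, miR-133b, miR-206, miR-208b, miR-499-3p, and miR-499-5p) had positive log2 fold changes, with a mean of 1.80, in a fit with no filter on low counts. They made up a median of 0.186% of the counts in WMS-FH (n = 9) and 0.00852% in WMS-N (n = 9), with p = 0.0142 in the exact rank-sum test (two-sided) and p = 0.110 in the exact permutation test of the mean share. Without WMS-FH replicate 8, which had the highest share, the mean log2 fold change was 0.95. The paper lists some of these miRNAs at month 6 from the same animals, so this is no independent evidence. Of the 4 muscle miRNAs that pass the filter, none was called by edgeR and 3 were higher when adjusted over the list alone. The miRNAs of vascular smooth muscle also had positive values. miR-143-3p averaged 15090 ± 7769 CPM (SD, n = 9) in WMS-FH and 7815 ± 4063 CPM (SD, n = 9) in WMS-N (adjusted p = 0.341), and miR-143-5p had a log2 fold change of 0.95 (standard error 0.50, adjusted p = 0.429). Of the 4 smooth muscle miRNAs tested, none passed over all miRNAs in the edgeR fit of that month and 1 (miR-143-3p) was higher when adjusted over the list alone. miR-143-3p was called at that month with all libraries in one fit, which treated them as independent, and with the replicate number as a block. That block pairs WMS-FH and WMS-N libraries by number, which the labels do not give as a pairing of animals. miR-145-5p had 0.09 (standard error 0.37), and its sign turned under the labels of the normalized table (−0.06) and in limma on the authors' normalized counts (−0.28).

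**Figure D4:**
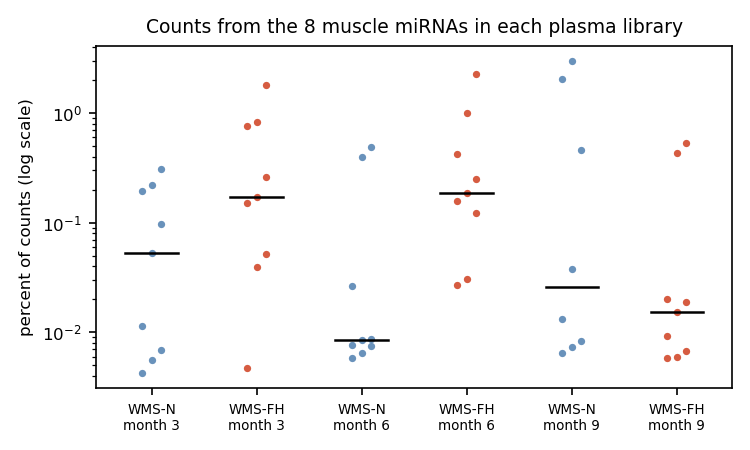
Share of counts from the 8 muscle miRNAs in percent, on a log scale (vertical axis), in each plasma library of WMS-N and WMS-FH pigs at each month (horizontal axis). Points are libraries and lines are medians. The month 6 medians were 0.186% in WMS-FH and 0.00852% in WMS-N, and the highest library, of WMS-N at month 9, had 2.98%.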

DE miRNAs involved in angiogenesis and smooth muscle cell proliferation were predominant at 6 months. miRNAs involved in the regulation of smooth muscle cell dynamics, including regulation of phenotypic switching, actin cytoskeleton organization and activation of protein kinase B activity were particularly prominent. In our study, miR-23b, miR-206, miR-204, miR-1, and miR-34c, known to regulate smooth muscle cell proliferation, were differentially expressed. miR-23b and miR-34c were downregulated in WMS-FH and have been shown to tightly regulate SMC proliferation and prevent neointima formation by targeting LRP6^29^ and SCF^23^. 

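At month 6, the time of the paper's statement, miR-206 averaged 3906 ± 5805 CPM (SD, n = 9) in WMS-FH and 796 ± 1471 CPM (SD, n = 9) in WMS-N, a log2 fold change of 2.29 (standard error 1.19, adjusted p = 0.429 from edgeR). miR-1 averaged 540 ± 720 CPM (SD, n = 9) and 119 ± 207 CPM (SD, n = 9), a log2 fold change of 2.18 (standard error 1.01, adjusted p = 0.36). Both are miRNAs of skeletal muscle, miR-1 also of heart. Without WMS-FH replicate 8 the values were 1.38 for miR-206 and 1.48 for miR-1, and without WMS-N replicate 2 they were 3.10 and 3.06. miR-204 had a log2 fold change of 2.30 (standard error 0.85, adjusted p = 0.341), which rests on WMS-FH replicate 9. Without that library it was −0.08, and DESeq2 gave −0.16. miR-23b had −0.20 (standard error 0.26, adjusted p = 0.753) and miR-34c 0.18 (standard error 0.38, adjusted p = 0.854) at month 6. The paper's Supplemental Table 3 lists miR-23b at month 3, where it had −0.53 (standard error 0.18, adjusted p = 0.198), and miR-34c at month 9, where it averaged 12.0 ± 6.26 CPM (SD, n = 9) in WMS-FH and 28.2 ± 15.7 CPM (SD, n = 8) in WMS-N (adjusted p = 0.217).

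At month 9, all 9 tested miRNAs that the paper names for smooth muscle cells had negative log2 fold changes, with a mean of −1.08 (adjusted p = 0.0123 from camera with a preset correlation, adjusted p = 0.838 with an estimated correlation). The list was chosen on these animals and is no independent evidence of its direction. None of the 9 passed over all miRNAs in the edgeR fit of that month, 2 (miR-204 and miR-34c) were lower when adjusted over the list alone, and DESeq2 called miR-34c. miR-1 and miR-206, with −2.61 (standard error 1.43) and −2.75 (standard error 1.51), had −1.41 and −1.74 without WMS-N replicate 1, and without WMS-FH replicate 7 miR-206 had −4.05. Both also belong to the muscle list, whose 5 tested members were all negative at month 9 (mean −1.91, adjusted p = 0.313 from camera).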

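miR-182 is transcribed together with miR-183. It averaged 40.0 ± 33.2 CPM (SD, n = 9) in WMS-FH and 73.2 ± 17.2 CPM (SD, n = 9) in WMS-N at month 3, a log2 fold change of −0.86 (standard error 0.34, adjusted p = 0.306 from edgeR) and an AUC of 86.4% (exact rank-sum test, two-sided, p = 0.00777). At month 6 it averaged 96.2 ± 106 CPM (SD, n = 9) and 233 ± 199 CPM (SD, n = 9), a log2 fold change of −1.28 (standard error 0.57, adjusted p = 0.348), and at month 9 the log2 fold change was −0.84 (standard error 0.49, adjusted p = 0.35).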

Another downregulated miRNA in WMS-FH is miR-182 which was shown recently to inhibit vascular smooth muscle cell proliferation^24^. Similarly, miR-24 was shown to inhibit endothelial cell proliferation^25^. Moreover, reduced expression of miR-24 resulted in increased MMP14 expression and lesion size in mice^26^.

The only miRNA upregulated across the three time points in the WMS-FH was miR-194b-5p. This miRNA targets IL-10 and is involved in its negative regulation (Supplemental Table 5). 

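miR-194b-5p belongs to the liver and gut miRNAs, of which 7 were tested at each month. At month 3, all 7 had positive log2 fold changes (median 0.53, adjusted p = 0.177 from camera, 0.0103 with the hemolysis index as covariate, and 0.838 with an estimated correlation), among them miR-885-3p with 1.01 (standard error 0.50) and miR-194a with 0.61 (standard error 0.43). At month 6, 5 of 7 were positive (median 0.25), among them miR-122 with 0.48 (standard error 0.55). At month 9, 5 of 7 were negative (median −0.23), and miR-122, miR-885-3p, and miR-885-5p, with −1.48, −1.34, and −1.32 (standard errors 0.54, 0.55, and 0.55), were lower when adjusted over the list alone, while miR-194b-5p was higher. For miR-122, the main miRNA of the liver, the value was −0.76 without WMS-N replicate 6, and the exact rank-sum test (two-sided) gave p = 0.0927. Over 15 alternative settings the month 9 value of miR-122 ran from −1.68 to −0.13. None of them passed over all miRNAs in the edgeR fits of single months with the group alone. miR-194b-5p was called by edgeR at month 9 with the hemolysis index as covariate and at month 6 with all libraries in one fit, which treated them as independent.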

IL-10 has been shown to confer protection against atherosclerosis^27,28^. Therefore, the consistent upregulation of this miRNA indicates another lacking mechanism of atheroprotection in WMS-FH that is persistent and spans a long period. However, the proatherogenic role of miR-194b-5p remains to be investigated.

Several DE miRNAs found in our study have been reported in human studies of atherosclerosis. For example, the downregulation of miR-574 in WMS-FH was negatively associated with the presence of atherosclerosis. 

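miR-574 averaged 404 ± 133 CPM (SD, n = 9) in WMS-FH and 695 ± 256 CPM (SD, n = 9) in WMS-N at month 3 (adjusted p = 0.198 from edgeR), with an AUC of 82.7% (exact rank-sum test, two-sided, p = 0.0188). At month 6 the averages were 416 ± 168 CPM (SD, n = 9) and 552 ± 130 CPM (SD, n = 9), a log2 fold change of −0.41 (standard error 0.22, adjusted p = 0.455), and at month 9 the log2 fold change was −0.23 (standard error 0.24, adjusted p = 0.592). DESeq2 called miR-574 at month 3.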

In the Framingham Heart Study, miR-574-3p correlated negatively with stroke^9^. Similarly, miR-182 and miR-152 expression levels were lower in patients with coronary artery atherosclerosis^24,29^. Additionally, downregulated miR-130a in WMS-FH correlated negatively with the presence of atherosclerosis^30^. miR-130a and miR-210 were found to be downregulated in the WMS-FH, these miRNA levels have been found elevated in the serum of patients with peripheral artery atherosclerosis^31^. 

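miR-130a averaged 1193 ± 252 CPM (SD, n = 9) in WMS-FH and 1589 ± 422 CPM (SD, n = 9) in WMS-N at month 3, and 937 ± 203 CPM (SD, n = 9) and 1334 ± 420 CPM (SD, n = 9) at month 6, with an AUC of 79.0% (exact rank-sum test, two-sided, p = 0.04) and 85.2% (exact p = 0.0106). miR-210, which hypoxia induces, averaged 117 ± 39.8 CPM (SD, n = 9) in WMS-FH and 195 ± 80.2 CPM (SD, n = 9) in WMS-N at month 6, a log2 fold change of −0.74 (standard error 0.28, adjusted p = 0.341 from edgeR). It had −0.22 (standard error 0.21, adjusted p = 0.738) at month 3 and −0.39 (standard error 0.40, adjusted p = 0.592) at month 9.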

Due to the early stage of disease development, our model displayed lesions in the coronary arteries only; hence, some of these differences may be related to the stage of disease development. Several studies have shown that circulating miRNA signatures differ based on atherosclerosis location^32,33^. Then, it is also possible that differences in miRNA expression may be related to differences in developmental stage and disease location.

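At month 3, miR-138 averaged 692 ± 266 CPM (SD, n = 9) in plasma of WMS-FH and 1099 ± 351 CPM (SD, n = 9) in WMS-N, and miR-152 averaged 656 ± 148 CPM (SD, n = 9) and 906 ± 191 CPM (SD, n = 9), a log2 fold change of −0.47 (standard error 0.16, adjusted p = 0.198 from edgeR). miR-190a averaged 42.1 ± 14.1 CPM (SD, n = 9) in WMS-FH and 79.5 ± 30.5 CPM (SD, n = 9) in WMS-N. miR-196a, which lies in the HOX gene clusters, was the rarest of these, with 8.27 ± 3.71 CPM (SD, n = 9) and 14.8 ± 4.22 CPM (SD, n = 9), a log2 fold change of −0.81 (standard error 0.25, adjusted p = 0.198). Its median was 24 counts in WMS-FH and 42 counts in WMS-N libraries.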

At 3 months, miRNA-138, miR-152, miR-196a, and miR-190a were downregulated and had the best diagnostic discriminatory power to detect coronary atherosclerosis. miR-138 has been described to be atheroprotective by reducing coronary endothelial cell injury^34^ and regulating endothelial dysfunction^35^. Similarly, miR-152 exhibited atheroprotection by targeting KLF5 and reducing inflammation in mice^36^ and its expression levels were lower in patients with coronary artery atherosclerosis^24,29^. miR-196a showed the strongest diagnostic power at 3 months, and it has been reported to have low expression in patients with myocardial infarction^37^. Downregulation of miR-196a in the plasma of patients with familial hypercholesterolemia has been linked to its strong diagnostic power in early atherosclerosis detection^38^. miR-190a has not well described biological function or role in atherosclerosis.

There were no DE miRNAs with discriminatory power at 6 months. 

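At month 6, no miRNA of the paper's list reached the paper's AUC threshold of 89.63% among those that pass the filter. The highest were miR-9805-3p, with 88.9% (exact rank-sum test, two-sided, p = 0.00399), and miR-143-3p, with 87.7% (exact p = 0.00564), both listed by the paper at that month, and miR-183, with 86.4% (exact p = 0.00777), which the paper does not list there. miR-130a, which it lists, had 85.2%, as had miR-146a-5p and miR-2483, which it does not. All of these lie above 84.8%, which the same power calculation gives for 9 animals per group. Both arms of miR-7140, which lie below the filter, had the largest values without it, 98.8% for miR-7140-5p (exact p = 8.23e-05) and 95.1% for miR-7140-3p (exact p = 0.000494). On the authors' normalized counts, with the labels of that table, no miRNA reached 89.63% at month 6, neither arm of miR-7140 included.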

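At month 9, miR-335 averaged 2660 ± 1414 CPM (SD, n = 9) in WMS-FH and 1399 ± 488 CPM (SD, n = 8) in WMS-N, and miR-423-5p averaged 13597 ± 5160 CPM (SD, n = 9) and 9298 ± 1844 CPM (SD, n = 8). The endothelial miR-126-3p averaged 1919 ± 678 CPM (SD, n = 9) in WMS-FH and 2781 ± 760.2 CPM (SD, n = 8) in WMS-N. The hemolysis index, which rises with red blood cell miRNAs in plasma, was 5.79 ± 0.96 (SD, n = 9) in WMS-FH and 5.48 ± 0.61 (SD, n = 8) in WMS-N at month 9. With this index in the fit, the log2 fold change of miR-335 was 0.66 and was called by edgeR.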

At 9 months miR-486-5p, miR-335-5p, miR-126-3p, and miR-423-5p had the highest diagnostic discriminatory power to detect coronary atherosclerosis. miR-486-5p was upregulated and reported to target HAT1, which then downregulates ABCA1, hence, affecting cholesterol efflux^47^; thus, it promotes foam cell formation. miR-486 has been also shown to regulate endothelial cell function and inflammatory processes associated with atherosclerosis^39^. Likewise, miR-335-5p was upregulated and inhibits macrophage immune responses by targeting Notch signaling resulting in reduced atherosclerotic vulnerable plaque formation^40^. miR-126-3p was significantly downregulated in WMS-FH compared to WMS-N controls and it carried a strong diagnostic power for the presence of coronary artery atherosclerosis at 9 months. Experimental studies suggest that miR-126-3p plays a significant role in endothelial function, inflammation, and signaling pathways relevant to atherosclerosis by modulating mechanisms such as the mitogen-activated protein kinase (MAPK) cascade, and the phosphatidylinositol-3-kinase (PI3K) signaling pathway^41^ and targeting key mediators such as VCAM-1, IL-6, and TNF-α^42^. In humans, miR-126-3p expression levels were shown to distinguish between individuals with and without coronary atherosclerosis^43^. Moreover, this miRNA was significantly lower in patients with coronary artery atherosclerosis compared to healthy patients^44^. miR-423-5p does not have a well-described biological function or role in atherosclerosis.

miR-196a is the miRNA with the highest discriminatory power and earliest detection (month 3) in the present study. 

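At month 3, miR-196a had the highest AUC of the 247 miRNAs tested, ahead of miR-182. It was also past an exact p of 0.05 at month 9, where its log2 fold change was −0.84 (standard error 0.30, adjusted p = 0.242 from edgeR) and its AUC 83.3%, and had −0.38 (standard error 0.36, adjusted p = 0.684) at month 6. Its AUC at month 3 was 86.4% with scaling by library size alone, under the threshold, and 88.9% on the authors' normalized counts.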

Few studies have explored its role in atherosclerosis development^45–47^. An unexplored mechanism captured in our data is the regulation of lamellipodium assembly that appears to be targeted by miR-196a. Lamellipodium assembly plays a crucial role in cell migration^48^, a process that is heavily involved in atherosclerosis. Also, our findings suggest an association between miR-138 and K63-linked ubiquitination, a regulatory mechanism associated with inflammation, cell survival, and oxidative stress^49^*.* In addition, miR-335 was shown to regulate the proliferation and smooth muscle cells phenotypic switching through direct modulation of SP1^50^. The relevance of this mechanism in atherosclerosis is yet to be established and warrants further investigation. A remarkably interesting mechanism is the negative regulation of amyloid beta clearance that appears to be associated with DE miR-7. Aberrant deposition and clearance of amyloid from the subintima have been linked to inflammation and the promotion of atherosclerosis^51^. Also, miR-138 plays a role in the regulation of osteoblast differentiation^52^, suggesting that vascular calcification starts early in the process of atherosclerosis development.

Finally, several DE miRNAs were found to target epigenetic modifiers such as DNMT1, DNMT3A, and EP300, suggesting the presence of alterations in epigenetics mechanisms between WMS-FH and WMS-N. Alterations in epigenetic marks result in aberrant gene expression and phenotypes^53^. Furthermore, aberrations in epigenetic marks have been linked to atherogenesis^53–56^. Some of the miRNAs found in this study (miR-7140-3p, miR-7140-5p, miR-9805-3p, miR-9858-5p, and miR-2483) did not share similarities with any known miRNA human, mice, rat, rabbits, or non-human primate sequences currently available in miRBase. 

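Of these 5 miRNAs, 2 pass the filter on low counts at every month. miR-2483 averaged 79.9 ± 69.6 CPM (SD, n = 9) in WMS-FH and 39.3 ± 13.8 CPM (SD, n = 8) in WMS-N at month 9, and had log2 fold changes of −0.10 (standard error 0.23), 1.43 (standard error 0.50), and 1.02 (standard error 0.40) at months 3, 6, and 9. Over 15 alternative settings its month 9 value ran from 0.19 to 1.15. miR-9858-5p averaged 30.2 ± 23.2 CPM (SD, n = 9) and 13.7 ± 4.98 CPM (SD, n = 8) at month 9, and had 0.11 (standard error 0.23), 1.17 (standard error 0.50), and 1.14 (standard error 0.37). At month 6, all 3 tested members of the group (these and miR-9805-3p) were higher in WMS-FH when adjusted over the list alone, and none over all miRNAs in the edgeR fit of that month. All libraries in one fit, which treated them as independent, called all 3. The list was chosen by the paper on these animals and is no independent evidence.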

The uniqueness of these miRNAs suggests that they may be swine-specific. However, these miRNAs may also be novel ones that are yet to be identified. Nonetheless, these miRNAs deserve further investigations to assess their role in atherosclerosis.

One limitation of the present work is that GO search was carried out for those miRNAs similar in sequence to human miRNAs. Another limitation was the absence of live imaging in animals at each studied time point to confirm the absence of the disease in early life. However, WMS-FH swine develop lesions in the arteries around 1-year-old when the animals are fed the normal diet used in this work. Also, the work focused on early atherosclerosis, which is confirmed with OCT imaging and histopathology that indicates the absence of advanced stages of the disease in FH animals. Also, our study is limited to miRNA profiles at months 3, 6 and 9 of age. Profiling earlier time points than month 3, could potentially provide earlier biomarkers for atherosclerosis detection. However, we have opted for the time points for the following reasons. (1) WMSH FH show a peak in cholesterol levels around month 6 of age. (2) The total cholesterol levels stabilize around month 9. (3) Month 3 was selected a time point that allows for similar intervals of time for profiling. Additionally, we observe lesions in this model typically around the age of 12 months with no lesions observed at month 9, 6 or 3.

## Conclusion

The findings above demonstrate that circulating miRNAs expression differs between WMS-FH and WMS-N, and these differences can be identified in animals’ early life before the manifestation of atherosclerosis. Additionally, these miRNAs are involved in mechanisms governing the pathophysiology of the disease, further supporting the evidence of early onset before disease manifestation; hence, these miRNAs are promising biomarkers for early detection. Specifically, in WMS-FH, atherosclerosis can be detected at 3 months of age using miR-138, miR-152, miR-190a, and miR-196a. 

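The group accounted for 10.8% of the squared distance between libraries at month 3, 10.7% at month 6, and 10.1% at month 9. Any grouping of the libraries takes some share of it. In the exact permutation test of the pseudo-F, p was 0.0752, 0.025, and 0.123 at these months. In an exact permutation test between the groups, two-sided, the total of counts per library gave p = 0.577 at month 3, p = 0.215 at month 6, and p = 0.962 at month 9, and the hemolysis index gave p = 0.318, p = 0.709, and p = 0.443.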

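The AUC of these miRNAs was lower at the later months. At month 6 it was 75.3% for miR-138 (exact rank-sum test, two-sided, p = 0.077), 71.6% for miR-152, 60.5% for miR-190a, and 65.4% for miR-196a. At month 9 it was 52.8% for miR-138 (exact p = 0.888), 73.6% for miR-152, 68.1% for miR-190a, and 83.3% for miR-196a. The difference of AUC between months was not tested.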

While miRNAs miR486, miR-126-3p, miR-335, and miR-423-5p can detect the disease at month 9 of age.

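At month 3, the AUC of miR-486 was 82.7% (exact rank-sum test, two-sided, p = 0.0188), and that of miR-126-3p was 79.0% (exact p = 0.04), with the direction of month 9. miR-335 and miR-423-5p, with 58.0% and 56.8%, had the opposite direction at month 3. At month 6 the AUC was 70.4% for miR-486, 76.5% for miR-126-3p, 71.6% for miR-335, and 60.5% for miR-423-5p, all in the direction of month 9.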

## Methods

The study was approved by the Institutional Animal Care and Use Committees of the the University of Wisconsin-Madison (Madison, WI) and CRF Skirball Center of Innovation (Orangeburg, NY). All animals received standard care in compliance with the *Guide for the Care and Use for Laboratory Animals*^57^ and the Animal Welfare Act^58^*.* All methods herein are reported in accordance with ARRIVE guidelines (https://arriveguidelines.org). The methodology followed in the present study is summarized in Fig. 1.

### Experimental model

Two cohorts of the WMS-FH and WMS normal (WMS-N) were selected for this study. WMS-N pigs have the same genetic background as WMS-FH; however, these swine are normocholesterolemic with a completely functional LDLR. Cohort 1 had nine WMS-FH (females) and nine WMS-N (females). In the second cohort, 15 WMS-FH (females n = 8, males n = 7) and 15 WMS-N (females n = 8, males n = 7) were included. Animals were randomly selected and housed with the main herd at the Swine Research and Teaching Center (SRTC) at the University of Wisconsin-Madison throughout the duration of the study. All animals were fed the same diet formulated to meet the nutritional requirements of swine (Supplemental Table 1). Cohort 1 animals were used to profile plasma cell-free RNAs using small-RNA sequencing and identify DE miRNAs, whereas cohort 2 animals were used for biological validation of RNA-Sequencing results using RT-qPCR.

### Multi-modality imaging analysis

#### Quantitative coronary angiography analysis

At 12 months, Quantitative Coronary Angiography analysis (QCA) was performed using QAngio XA SoftwareTM 7.1.14.0 (Medis Medical Imaging System, Leiden, The Netherlands). A contrast-filled catheter was used for calibration. The minimum lumen diameter (MLD) was obtained from a single view with the lowest measurement, while the reference vessel diameter (RVD) was automatically calculated. Percent diameter stenosis (%DS) was calculated from the MLD and the RVD.

#### Intravascular imaging analysis

Intravascular Ultrasound (IVUS) pullback images were generated (Atlantis® SR Pro 40 MHz catheters and iLab system, Boston Scientific, Natick, MA) and analyzed with a commercially available software (echoPlaque, Indec Systems Inc., Santa Clara, CA). Luminal- and vessel areas were measured, and the plaque burden and plaque volume were calculated. Optical Coherence Tomography (OCT) images were obtained using the ILUMIEN OPTIS imaging system (St. Jude Medical, St. Paul, MN). Qualitative analyses were performed at 1-mm intervals with the commercial software (ILUMIEN OPTIS, Version E.4). Cross-section lumen, vessel areas and intimal thickness were measured, and percent area stenosis was calculated as (vessel area-lumen area)/vessel area * 100%.

### Blood collection and plasma processing

Whole blood was collected longitudinally at 3, 6, and 9 months from each animal in 8 mL K3 EDTA tubes (Covidien, MA, USA). Blood tubes were centrifuged at 4 °C for 10 min to separate plasma. Next, collected plasma was centrifuged using the same settings to remove any cellular debris. Samples were then preserved in 1.5 mL tubes at − 80 °C until needed. The three-time points were selected based on the cholesterol profiles of WMS-FH pigs. Month 3 was selected as an early time point before serum cholesterol levels peak and stabilize. Total cholesterol then peaks around month 6 and stabilizes around month 9.

### Hemolysis and total cholesterol measurements

Studies have shown that hemolysis considerably affects the levels of cell-free miRNAs^59^. To correct for this effect, we measured hemolysis in plasma samples by assessing absorbance at A414 using NanodropONE spectrophotometry (Thermofisher Scientific, DE, USA). For each sample, the average of at least three measurements was calculated. The A414 absorbance values were used as a covariate in statistical analysis to assess the differential expression of miRNAs. Total cholesterol levels were measured in plasma samples using ELISA Cholesterol Assay Kit—HDL and LDL/VLDL (Abcam, CA, USA) following the product’s manual. Plasma samples from WMS-FH were diluted (twofold) so that colorimetric readings fell within the range of the cholesterol standard curve.

### miRNA extraction

Cell-free RNA (cf-RNA) was extracted from plasma samples using Quick-cfRNA Serum & Plasma Kit (Zymo Search, CA, USA). Briefly, plasma samples were centrifuged at 12,000 g for 15 min to remove cellular debris, then 400 uL of plasma was digested for 2 h at 37 °C using proteinase K. After digestion, the remaining steps were followed as described in the manufacturer’s manual. To obtain concentrated samples, we eluted the column content in 10-uL of nuclease-free water. For biological validation samples used in RT-qPCR (cohort 2 of animals), cel-miR-39 mimic (QIAGEN, CA, USA) was spiked in each sample after 2 h of digestion to assess extraction efficiency and consistency across samples.

### Small RNA sequencing and miRNA differential expression analysis

Small RNA sequencing was performed by RealSeq-Biosciences (CA, USA). Library preparation was carried out using the RealSeq-Biofluids library prep kit (RealSeq Biosciences). Libraries were then sequenced on a NextSeq 500 v2 High-Output with a read length of 75 bp in one direction (single read). Both raw and trimmed fastq files were obtained from RealSeq-Biosciences. For each file, FastQC^60^ was used to assess sequencing quality. We performed bioinformatics analysis using OASIS for small RNA sequencing pipeline^61^. Briefly, trimmed reads were aligned to the swine miRNA database and reference genome (Sus Scrofa ssc3) using STAR^62^. Next, using DESeq2^63^, the obtained mapped raw reads were normalized, and differential expression was performed following the negative binomial generalized linear regression model. The regression model included hemolysis in plasma samples, weight of animals and grouping (WMS-FH vs. WMS-N) for each time point (M3, M6, or M9). Time course analysis to detect changes in miRNA expression within individual animals and between groups included the age of animal as an additional variable (M3, M6, or M9). Only miRNAs with adjusted *p* value < 0.1 were considered significantly differentially expressed between WMS-FH and WMS-N.

### miRNA target prediction and gene ontology

To assess the biological function of the differentially expressed miRNAs, we predicted the miRNA targets and miRNA functions via Gene Ontology (GO). Swine differentially expressed miRNA sequences were blasted against the human miRNAs using the miRBase database^16^ to check for sequence similarity. Human miRNAs that are (> 90%) similar in sequence to the swine miRNAs were used to search for mRNA targets available in the database of validated miRNA-target interactions (miRTarBase)^64^. GO terms for each miRNA were obtained using miRBase database^65^.

### Validation of DE miRNAs via RT-qPCR

We selected a subset of DE miRNAs for validation in a new cohort of animals. Selection criteria were based on expression pattern (up/downregulation), early time point of detection (month 3 or 6), and detection at multiple time points (months 3, 6, and 9). A total of 30 samples (cohort 2) were used to validate DE miRNAs. For each plasma sample, 2-uL of extracted cf-RNAs were used in cDNA synthesis with MIRCURY LNA RT kit (QIAGEN). Additionally, each cDNA reaction was spiked in with UniSp6 to assess a consistent cDNA synthesis across all samples. MIRCURY LNA assay primers were obtained from QIAGEN. MIRCURY LNA SYBR Green assay kit (QIAGEN) was used to assess the expression of miRNAs. Also, two miRNA endogenous controls (bta-miR-93 and miR-17-3p) were used to normalize expression results. The endogenous controls were selected based on the stability of multiple miRNAs using Normfinder^66^. miR-17-3p showed high stability in all sequenced samples. cf-RNA extraction was repeated for samples showing variability of cel-miR-39 and UniSp6 expression. 

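Over the 53 libraries, the log2 CPM of miR-17-3p had a mean of 9.04 and an SD of 0.68. Among the 50 miRNAs nearest to it in mean, whose median SD was 0.58, this SD lies at percentile 68. The log2 fold change of miR-17-3p between WMS-FH and WMS-N was smaller than its standard error at each month, with 0.14 (standard error 0.17, adjusted p = 0.796 from edgeR) at month 3, 0.05 (standard error 0.22, adjusted p = 0.938) at month 6, and −0.10 (standard error 0.18, adjusted p = 0.766) at month 9. It averaged 421 ± 127 CPM (SD, n = 9) in WMS-FH at month 6 and 725 ± 204 CPM (SD, n = 9) at month 9. miR-93, the other reference miRNA, has no counts in the deposited table.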

The common base method^67^ was used to assess differential expression, where each well of the RT-qPCR assay efficiency was incorporated in the final calculation of the ΔΔCT method^68^.

### Histopathology evaluation

Representative samples of the proximal to mid regions of the right coronary artery (RCA) and/or the left anterior descending coronary artery (LAD) were taken for histology following fixation consisting of perfusion of the coronary vasculature with 1 L of 10% neutral buffered formalin after initial clearance of blood with 1 L of normal saline and then additional immersion fixation in 10% NBF for a minimum of 24 h. The arterial segments were processed by routine methods and embedded in paraffin. The resulting paraffin blocks were cut at 5-μm thickness and immunohistochemically stained for CD68 and CD163-1 and examined for the presence, relative amount, and distribution of positive staining. Monoclonal antibodies for CD68 (M1-type macrophage marker) and CD163-1 (M2-type macrophage markers) were used simultaneously with the secondary antibody (mouse-on-FARMA-HRP (horseradish peroxidase) and diaminobenzamide (DAB) was used as a chromogen) detecting both primary antibodies with no differentiation between the two; therefore, the immunohistochemical assay was designed to detect all macrophages within the examined tissue without differentiating between the 2 subtypes (panmacrophage IHC). Lymph nodes from swine served as a positive control. Sections of the same lymph nodes were stained with the same procedure using normal mouse IgG as the primary antibody to serve as a control for the assessment of nonspecific staining. The IHC-stained sections were evaluated for the presence of the DAB chromogen. The amount of positive staining was semiquantitatively scored using standard methods. The control section from the full staining protocol showed intensely positive staining cells in regions of the lymph nodes consistent with macrophage populations; therefore, the IHC assay performed well in detecting tissue macrophages. The sections were counterstained with H&E. The primary control section showed no discernible staining; therefore, there was no discernible nonspecific binding by the secondary antibody. The IHC stain employed in this investigation was not designed to allow distinction of the details of tissue architecture, as the tissue stains were only the DAB chromogen of the CD61/CD163-1-positive cells and a hematoxylin counterstain. However, the presence of certain specific features including intimal thickening/hyperplasia, cellular density, and characteristics consistent with atherosclerosis could be distinguished, and their association with the CD61/CD163-1 positive staining was noted when present.

### Discriminatory power analysis

To determine the diagnostic power of miRNAs, we performed a discriminatory power analysis using the ROC curves of the pROC R package^69^. First, animals were categorized into “healthy” and “with disease” based on imaging and histo-pathology results. Only significantly DE miRNAs obtained with DESeq2 from each time point were used in this step. Next, we used normalized sequencing reads for each miRNA to measure the area under the curve (AUC), the confidence interval, and significance level. Due to the small sample size, we determined those miRNAs with AUCs that show a statistical power of 0.95 and 0.8 with α = 0.05.

### Statistical analysis

A two tailed t test was used to assess significant differences in animal characteristic between groups. For miRNA sequencing data, DE miRNAs and statistical significance were determined using a negative binomial regression model that included the following covariables: hemolysis, weight, and group (WMS-FH vs. WMS-N). For RT-qPCR gene expression, a general linear regression model was used to determine the statistical significance in miRNA differences between WMS-FH and WMS-N with animal weight, plasma hemolysis, and sex of animals as variables using the R programming language^70^. Finally, the statistical significance of the AUC was estimated using *power.roc.test* function in pROC package^69^.

### Supplementary Information

Supplementary Information.

## Data Availability

Raw sequencing data generated in this study can be found on NCBI GEO using ID: GSE242074 and BioProject PRJNA1011297. Alternatively, the data can be accessed using this link (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE242074).

# Supplementary material for: Longitudinal dynamics of circulating miRNAs in a swine model of familial hypercholesterolemia during early atherosclerosis
**Source:** Sci Rep. 2023 Nov 7;13:19355. doi: 10.1038/s41598-023-46762-0
**Supplement:** Supplementary file 1 — Supplementary Information.

**Table 1.** Composition of the pellet diet fed to WMS FH and WMS normal pigs used in the study.

**Table 2 .** Characteristics of the animal cohort used for miRNA sequencing.

^FH: familial hypercholesterolemia; SD: standard deviation. ***: statistically signficant difference between groups (p<0001) at three time points (months 3, 6, and 9). ns: no statistical significance between groups (p > 0.1).^

**Table 3.** Significantly differentially expressed miRNAs between WMS-FH and WMS-N at months 3, 6, and 9 (p < 0.1).

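The table gives, for each month, the fold change of WMS-FH over WMS-N and the adjusted p of the DESeq2 model with hemolysis, weight, and group, and a fold change below 1 marks a miRNA that is lower in WMS-FH. Its entries are 8 higher and 12 lower at month 3, 13 and 6 at month 6, and 6 and 3 at month 9, and they cover 39 different miRNAs, of which miR-194b-5p appears at all 3 months, 5 miRNAs at months 3 and 6 only, and 2 at months 6 and 9 only. From the deposited counts, all 48 entries had the table's direction in a fit with no filter, and 44 had a fold change within 1.5 times of the table's. Across the entries the log2 fold changes of the table and of edgeR had a Pearson r of 0.971, where miRNAs are not independent replicates. Among the entries not given elsewhere, miR-499-3p had a log2 fold change of 0.80 (standard error 0.34) and miR-193a-3p of 0.37 (standard error 0.17) at month 3. At month 6, miR-127, of the imprinted DLK1-DIO3 cluster, had 0.91 (standard error 0.39), and all 7 tested members of that cluster had positive values (median 0.81, adjusted p = 0.341 from camera). miR-432-5p and miR-382, of the same cluster, had 1.43 (standard error 0.55) and 0.81 (standard error 0.41), none of the members passed over all miRNAs in the edgeR fit of that month, and 2 were higher when adjusted over the list alone. Without WMS-FH replicate 9, miR-432-5p had 0.52 and miR-382 had 0.17, and miR-323 of the cluster turned from 1.06 to −0.29. miR-140-3p, of cartilage, had −0.63 (standard error 0.28) and miR-184 had 1.75 (standard error 0.60) at month 6.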

**Table 4.** DE swine miRNA sequences and the corresponding human miRNA ID and sequence.

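The table sets the mature sequence of each differentially expressed swine miRNA beside the human miRNA it resembles most, which the paper used to look up target mRNAs. Over the 39 swine miRNAs, 5 have no human partner. Of the other 34, 32 are identical to the human miRNA over the positions compared. miR-194b-5p matches human miR-194-5p at 21 of 22 positions (95.5%), with the substitution A10G, and miR-206 matches human miR-206 at 95.5%, with G22A (human base first, swine base last, positions counted from the 5′ end). The sequences printed for the arms of miR-7140 are exchanged between the entries of month 3 and month 6. For miR-7140-5p the table prints caacucaagggggcaucauuca at month 3 and augaugccccuuagaguugagc at month 6. The deposited counts carry the names alone.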

**Table 5.** Validated mRNA targets of DE miRNAs obtained from miRTarBase.

**Table 6.** Gene ontology terms for each miRNA. Not all miRNAs have associated GO terms

**Table 6.** Gene ontology terms for each miRNA. Not all miRNAs have associated GO terms (Continued)

**Table 6.** Gene ontology terms for each miRNA. Not all miRNAs have associated GO terms (Continued)

**Table 6.** Gene ontology terms for each miRNA. Continued

**Table 6.** Gene ontology terms for each miRNA. Continued

**Table 6.** Gene ontology terms for each miRNA. Continued

**Table 6.** Gene ontology terms for each miRNA. Continued

**Table 7.** Representative gene ontology terms shared between at least two DE miRNAs

**Table 8.** Differential expression of miRNAs in WMS-FH (n =15) relative to WMS-N (n=15) in a new cohort of animals via RT-qPCR.

-: Not tested.

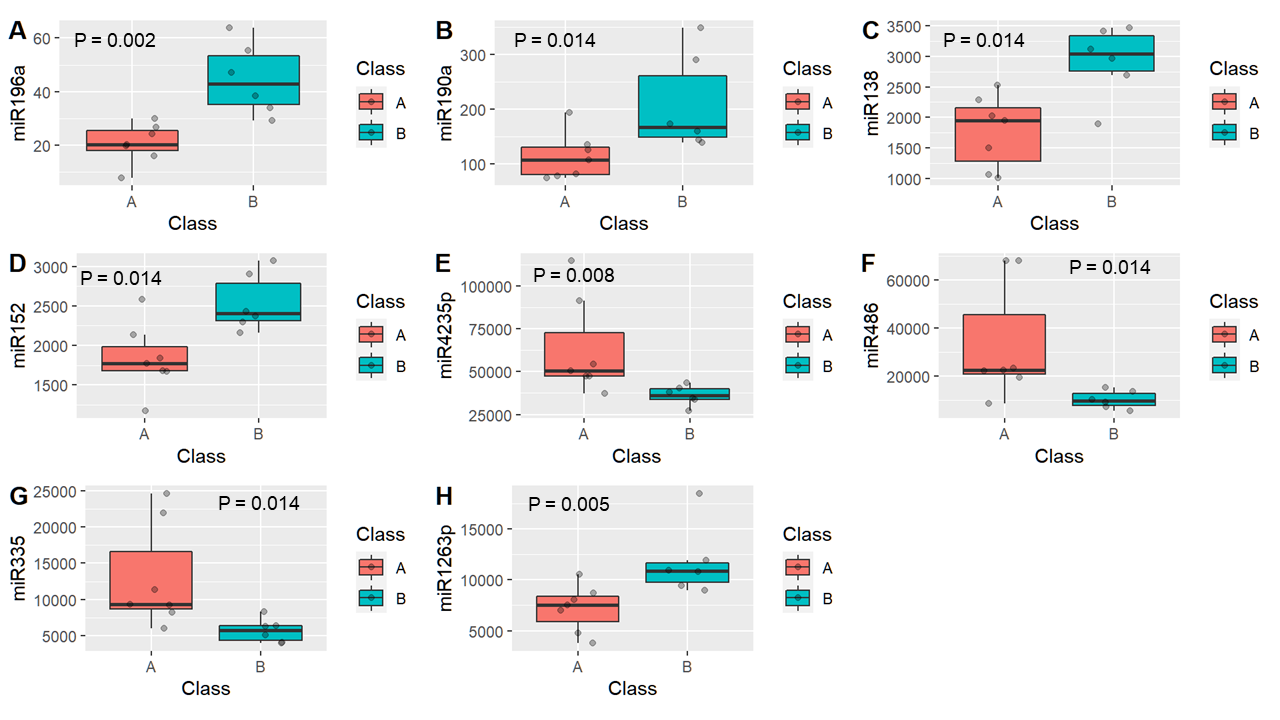

**Figure 1.** Boxplot of normalized reads for miRNA with discriminatory power between WMS animals with coronary artery disease (Class A) and healthy (Class B).

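The supplemental boxplots of miRNAs with discriminatory power are drawn by lesion class, which was assigned from imaging and histopathology and is not part of the deposited labels. The reads behind them were normalized with DESeq2, so that each library's counts are divided by one size factor. The deposited table of these normalized counts covers 51 libraries and has no column for WMS-N replicate 9. On these values, with the labels of that table and the genotype groups in place of the classes, the AUC at month 3 was 90.3% for miR-190a, 88.9% for miR-196a, 80.6% for miR-152, and 76.4% for miR-138. At month 9 it was 75.0% for miR-423-5p, 76.4% each for miR-486 and miR-126-3p, and 65.3% for miR-335, below the paper's values.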

**Table 9.** Global terms grouping Gene Ontology terms obtained for DE miRNAs

**Table 9.** Global terms grouping Gene Ontology terms obtained for DE miRNAs (Continued)

**Table 9.** Global terms grouping Gene Ontology terms obtained for DE miRNAs (Continued)

**Table 9.** Global terms grouping Gene Ontology terms obtained for DE miRNAs (Continued)

**Table 9.** Global terms grouping Gene Ontology terms obtained for DE miRNAs (Continued)

**Table 9.** Global terms grouping Gene Ontology terms obtained for DE miRNAs (Continued)

**Table 9.** Global terms grouping Gene Ontology terms obtained for DE miRNAs (Continued)

**Table 9.** Global terms grouping Gene Ontology terms obtained for DE miRNAs (Continued)

**Table 9.** Global terms grouping Gene Ontology terms obtained for DE miRNAs (Continued)

**Table 9.** Global terms grouping Gene Ontology terms obtained for DE miRNAs (Continued)

**Table 9.** Global terms grouping Gene Ontology terms obtained for DE miRNAs (Continued)

**Table 9.** Global terms grouping Gene Ontology terms obtained for DE miRNAs (Continued)

How the deposited data were processed for this re-analysis (not part of the article)

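Plasma cell-free RNA of female WMS-FH and WMS-N pigs was sequenced as small RNA libraries when the animals were 3, 6, or 9 months old, with 9 libraries per group and month. The library of WMS-N replicate 9 at month 9 has no counts, which leaves 8 in that group and 53 libraries in all. The authors trimmed the 75 bp reads, aligned them with STAR to swine miRNAs and the swine genome, counted reads per miRNA with the OASIS pipeline, and normalized the counts with DESeq2. The sources used here give no version of STAR or DESeq2. The deposited raw table holds whole-number counts of miRNAs, and the normalized table holds signal values for 51 libraries, which the authors made before deposition by dividing the counts of each library by one size factor from DESeq2. Total counts per library ran from 1413898 to 8097324, with a median of 3286092. The depth limits the rare miRNAs, and miRNAs with a few counts per library lie below the filter on low counts.

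The columns of the tables were compared with a relative tolerance of 0.001. In the normalized table, 43 columns hold the raw counts of the same label divided by one factor, and 8 WMS-N columns hold those of a library with another label in the raw table. The labels of the raw table were used. The replicate numbers were not used to pair libraries, except in the alternative with the number as a block. Within a month, that block pairs WMS-FH and WMS-N libraries by number, which the labels do not give as a pairing of animals.

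The groups were compared within each month with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr (minimum count 10, minimum total count 15), and Benjamini-Hochberg adjustment over the miRNAs tested. The threshold was an adjusted p under 0.1, as in the paper. The paper's model also held the A414 hemolysis reading and the weight, which are not given per animal in the deposited files. The change of the group difference with month, and the change with age within a group, were tested with the same tool over the 3 months. CPM averages were normalized by TMM within each month, so those of different months are not on one scale. On the log2 scale, CPM had a prior count of 2. The AUC was computed on CPM for all WMS-FH against all WMS-N libraries of a month, with the exact two-sided rank-sum test, since the animals that the paper classed by lesion are not marked in the labels. Values were checked against pROC 1.19.0.1, which also gave the power calculation. The whole profile was compared with a distance-based pseudo-F and an exact permutation test over all assignments of libraries.

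Lists of miRNAs were fixed before the data were examined, but with the paper's results for these animals already seen. Those with at least 5 tested members were tested with camera of limma 3.58.1 at a preset correlation of 0.01 and with an estimated correlation, adjusted over lists and months. The lists described are those of muscle, liver and gut, smooth muscle, erythroid miRNAs, the miR-183 cluster, the DLK1-DIO3 cluster, and the miRNAs that the paper names for foam cells, for smooth muscle cells, and as without a human match, and, for the change with age only, those of leukocytes, platelets, and the miR-17-92 family. In the erythroid list at month 9, 6 of 7 members were positive, none passed over all miRNAs in the edgeR fit of that month (miR-486 was called by DESeq2, with the hemolysis index as covariate in edgeR, and with all libraries in one fit), and 1 was higher when adjusted over the list alone.

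The miRNAs named are those of the paper's Supplemental Table 3 and Table 3 and the reference miRNAs of RT-qPCR, up to 10 other called miRNAs per month, up to 4 members with the smallest p of each list described, and up to 10 with the smallest p in the tests over months. The paper's values for the first of these were seen beforehand. The alternatives were DESeq2 1.42.0, with and without a hemolysis index (log2 of miR-451 minus log2 of miR-23a), limma on log2 of the authors' normalized counts with a pseudocount of 1, size factors of DESeq2 or library sizes alone in edgeR, no filter or a mean count of at least 10, robust estimation, all libraries in one fit, the replicate number as a block, the index as a covariate, an adjusted p under 0.05, and leaving out each library in turn. The fit of all libraries and the tests over the 3 months treated the libraries as independent, while the paper bled each animal at every month. The labels of the normalized table, and leaving out the 8 libraries with differing labels, were chosen after seeing the data. The values on the authors' normalized counts follow the labels of that table. The month of a WMS-N library was also read from the month profile of WMS-FH (mean log2 CPM of its libraries of a month, centred within the group) with which it had the highest Pearson r. The tests were tested on simulated data with 60 changed miRNAs. The RT-qPCR cohort, imaging, cholesterol, and histology are not analysed here.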

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

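The tests of the muscle miRNAs at month 3, the test of the months of the 8 WMS-N libraries, the comparison of shuffled replicate numbers, and the comparisons under the labels of the normalized table were chosen after the result was seen. Of 120 groups of libraries tested for a library far from the others, 12 had one, where 6 would be found by chance at 1 in 20.

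In WMS-FH, the muscle share was 1.82% in replicate 7 at month 3 (next 0.838%) and 2.26% in replicate 8 at month 6 (next 0.996%), and the miR-451 share was 4.08% in replicate 6 at month 6 (next 22.9%). In log2 CPM, values far from their group were 8.69 for miR-7 in WMS-FH replicate 7 and 2.66 for miR-7140-3p and 3.66 for miR-194b-5p in WMS-N replicates 6 and 9, at month 3. At month 6 they were 14.95 for miR-143-3p in WMS-FH replicate 2, 7.64 for miR-204 in WMS-FH replicate 9 (next 3.36), 4.18 for miR-204 in WMS-N replicate 2, and 13.88 for miR-486 in WMS-N replicate 1. At month 9 they were 12.17 for miR-126-3p in WMS-N replicate 2 and a total of 8097324 counts in WMS-N replicate 4 (next 3885085). The paper lists no miRNAs that change with age in the sequenced libraries, where 159 did in WMS-N and 137 in WMS-FH. miR-194b-5p was not among them (adjusted p = 0.602 in WMS-N and 0.190 in WMS-FH with edgeR). The paper's increase of miR-194b-5p with age, from RT-qPCR in another cohort, is given as fold changes of WMS-FH relative to WMS-N. The tests within a group measure something else and do not bear on it. The group log2 fold changes of miR-194b-5p in the sequenced libraries were 1.67, 2.97, and 2.14 at months 3, 6, and 9.

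The mean log2 fold change of the 8 muscle miRNAs was positive at months 3 and 6. None of them passed over all miRNAs in the edgeR fits of single months with the raw labels and all libraries, and their share of the counts had an exact rank-sum p (two-sided) of 0.190 at month 3, 0.0142 at month 6, and 0.423 at month 9. Hemolysis as the whole cause is argued against, since the index as a covariate lowered the mean log2 fold change by 6.67% at month 3 and by −2.96% (a rise) at month 6. Library size stays open at month 6, since 9 libraries are too few. Muscle share and library size had a Spearman rho of −0.117 over the 9 WMS-FH libraries (95% interval −0.725 to 0.593, exact permutation p = 0.776; Pearson r −0.464, exact permutation p = 0.209, −0.252 without the 2 farthest libraries; 9 relations computed, adjusted p = 0.808). A few libraries rich in muscle miRNAs also stay open, since leaving out the WMS-FH library with the highest share lowered the mean by 22.4% at month 3 (1.51 to 1.17) and by 47.0% at month 6 (1.80 to 0.95). Muscle injury at blood collection and a difference of the genotype were not tested.

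Both arms of miR-7140 were called higher in WMS-FH at month 6 with no filter. A few libraries as the cause are argued against, since leaving out the highest WMS-FH library lowered the log2 fold change by 6.15% for miR-7140-5p and 12.2% for miR-7140-3p. A sequence variant carried by some animals cannot be told apart from a group difference, because 9 libraries are too few (95% intervals of the Pearson r from −0.741 to 0.570 and from −0.556 to 0.750) and only 13 of 54 best matches across months had the own number (6.00 with shuffled numbers, permutation p = 0.0157). Same-numbered WMS-FH libraries had a Pearson r of −0.152 between months 3 and 6 (exact permutation p = 0.692; Spearman rho −0.317, exact permutation p = 0.41; −0.446 without the 2 farthest) and 0.172 between months 6 and 9 (exact permutation p = 0.65; rho −0.0167, exact permutation p = 0.982; −0.489 without the 2 farthest), among 9 relations computed, both with an adjusted p of 0.808. The difference of the genotype stays open, and DESeq2, which called both arms at month 6 with the labels of the raw table, called neither with those of the normalized table.

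The labels of 8 WMS-N libraries differ between the tables. A wrong month in the raw table is argued against. Of the 7 libraries whose month differs, 0 lay closest to the month of the normalized table by the month profiles of WMS-FH, 6 lay closest to the month of the raw table, and 1 to the third month. Of the 18 other WMS-N libraries, 12 lay closest to their own month. This is fewer than the 15 set for the test before it was run, but 0 of 7 is also fewer than 12 of 18 (exact Fisher test, p = 0.00522), a comparison added after these counts were seen. With the labels of the raw table 159 miRNAs changed with age in WMS-N, with those of the normalized table 58, and without the 8 libraries 138. Whether a mislabelled sample lies behind the replicate numbers cannot be told apart, since WMS-N libraries matched their own number no more often than shuffled numbers did (6 of 50 against 5.82). The mean correlation of same-numbered WMS-N libraries across months was 0.104 higher with the labels of the normalized table (0.055 against −0.049 for replicates 5 to 7), while the other numbers ran from −0.227 to 0.158. The 3 numbers moved apart: replicate 7 went from −0.0740 with the raw labels to 0.299, outside that range, replicate 5 from 0.00388 to −0.0705, and replicate 6 from −0.0768 to −0.0640. No biological explanation was tested for it. For the erythroid miRNAs at month 9, hemolysis cannot be told apart from another source of these miRNAs. Without miR-451, their mean log2 fold change fell by 63.7% (0.28 to 0.10) with the index as a covariate, but the index holds miR-451, itself erythroid, so it lowers them whatever raised them, and it had an exact permutation p of 0.443 between the groups.

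Other splits of the libraries were made for each result, 100 with the real one included. Where the real count is 0, all 100 splits give as many, so they say nothing about chance. This holds for the differentially expressed miRNAs at each month (highest other 30, 9, and 40), for the change of the group difference with month (highest other 41), and for miRNAs at or above the AUC threshold at month 6 (highest other 5). At months 3 and 9, 36 and 33 splits gave as many miRNAs at or above the AUC threshold as the real 1 and 1 (highest other 9 and 17), and for the lists, 94 gave as many as the real 2 (highest other 13), so chance cannot be excluded for these.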

How the results depend on the processing

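The settings with the labels of the normalized table, and without the 8 WMS-N libraries whose labels differ, were chosen after the result was seen. The count of Supplemental Table 3 miRNAs with the paper's direction (miR-204 at month 6 lost it with DESeq2 and without WMS-FH replicate 9), the profile at month 9, the stability of miR-17-3p, and the change with age in WMS-FH kept their side of the threshold or stayed within 1.5 times under the alternatives run for each. The cause of the changes below was not tested. Values on the authors' normalized counts follow the labels of that table. Counts of differentially expressed miRNAs at months 3, 6, and 9 (0, 0, and 0) were 5, 3, and 5 with DESeq2, 2, 4, and 7 with DESeq2 and the hemolysis index, and 3, 20, and 5 with all libraries in one fit. The last of these treated repeated libraries of an animal as independent. limma on the authors' normalized counts gave 10 at month 3, the hemolysis index as covariate 3 at month 9, and at month 6 no filter gave 2 and a mean count of at least 10 gave 1. The replicate block gave 1 at month 6 (miR-143-3p). Within a month it pairs WMS-FH and WMS-N libraries by number, which the labels do not give as a pairing of animals. Across months, the best match of a library had its own number in 6 of 50 cases in WMS-N (5.82 with shuffled numbers, permutation p = 0.507). In WMS-FH it did in 13 of 54 cases (6.00 with shuffled numbers, permutation p = 0.0157). So most libraries did not match their own number, and whether the numbers mark animals in WMS-FH is open. The labels of the normalized table gave 12 at month 3, and with DESeq2 27, 1, and 2, and with DESeq2 and the index 37, 2, and 3. Without the 8 libraries there were 5 at month 3 and 1 at month 6. Leaving out each library in turn gave 0 to 5 at month 3 (5 without WMS-N replicate 6, 3 without WMS-FH replicate 7, 1 without WMS-N replicate 8 and 1 without WMS-FH replicate 5) and 0 to 1 at month 6 (1 without WMS-N replicate 3).

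DESeq2 called 4 miRNAs for the change of the group difference with month (0), and 58 miRNAs changed with age in WMS-N (159) with the labels of the normalized table. miRNAs at or above the AUC threshold at month 3 (1) were 2 with no filter, 2 with the labels of the normalized table, 4 without the 8 libraries, and 5 on the authors' normalized counts. At month 6 (0) they were 2 with no filter, 1 with a mean count of at least 10, and 1 without the 8 libraries. At month 9 (1) they were 0 with RLE, 4 with library size only, 2 with no filter, 0 with a mean count of at least 10, 2 without the 8 libraries, and 2 on the authors' normalized counts. The pseudo-F passed an exact p of 0.05 at month 3 (1.93) with the labels of the normalized table (3.61), without the 8 libraries (2.78), and on the authors' normalized counts (3.08). It lost it at month 6 (1.92) with library size only (1.69), the labels of the normalized table (1.49), without the 8 libraries (1.25), and on the authors' normalized counts (1.22). Called lists (2) were 3 with the hemolysis index as covariate, 0 with an estimated correlation, 6 with the labels of the normalized table, and 7 without the 8 libraries.

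Among the single miRNAs named, each in the months compared, signs turned at month 6 alone. miR-122 (0.48) had −0.0039 with the labels of the normalized table. miR-145-5p (0.09) had −0.00703 with the replicate block, −0.28 in limma, −0.0578 with the labels of the normalized table, −0.0582 with DESeq2 on them, and −0.0518 with the index added. miR-204 (2.30) had −0.16 with DESeq2, −0.30 with DESeq2 on the other labels, and −0.0771 to 2.78 leaving out each library. miR-323 (1.06) had −0.38, −0.28, and −0.29 to 1.45 in the same settings. miR-499-3p (0.79) had −0.37 and miR-885-3p (0.64) −0.41 in limma. Leaving out each library gave −0.0872 to 1.06 for miR-885-3p and −0.0087 to 0.41 for miR-885-5p (0.25). The lowest of each was without WMS-FH replicate 9.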

Differences from the paper's values

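The settings with the labels of the normalized table, and without the 8 WMS-N libraries whose labels differ, were chosen after the result was seen, and the others before the data were examined. At the paper's threshold, the paper reports 20 differentially expressed miRNAs at month 3, 19 at month 6, and 9 at month 9, and edgeR called 0, 0, and 0. The paper's model held hemolysis and weight readings that the deposited files do not give. At month 3, no alternative set before the data were examined came within 1.5 times of the paper's count (0 to 10). At month 6, all libraries in one fit gave 20, of which 8 are in the paper's list, and at month 9, DESeq2 with the hemolysis index gave 7, of which 5 are in the paper's list. The fit of all libraries treated them as independent, while the paper bled each animal at every month. The other alternatives did not reach these counts.

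Of the miRNAs that the paper calls at month 3, DESeq2 called miR-129a-3p, miR-190a, miR-194b-5p, miR-574, and miR-7140-5p, the same tool with the hemolysis index miR-190a and miR-23b, all libraries in one fit miR-190a, miR-574, and miR-7140-5p, and limma on the authors' normalized counts miR-183, miR-190a, miR-574, miR-7140-3p, and miR-7140-5p. At month 6, DESeq2 called miR-7140-3p, miR-7140-5p, and miR-9805-3p, the index added miR-194b-5p, no filter gave both arms of miR-7140, a mean count of at least 10 gave miR-7140-3p, the replicate block gave miR-143-3p, and all libraries in one fit gave these 5 and miR-130a, miR-138, and miR-204. At month 9, DESeq2 called miR-194b-5p, miR-335, miR-34c, miR-486, and miR-9858-5p, with or without the index, the index as covariate in edgeR miR-194b-5p, miR-335, and miR-486, and all libraries in one fit miR-335 and miR-486. With the labels of the normalized table, chosen after seeing the values, DESeq2 gave 27 at month 3, with 13 of the paper's 20 and so 7 dropped, and 37 with the index, also with 13 of them, while edgeR gave 12, with 5 of them.

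The paper reports 4 differentially expressed miRNAs at or above its AUC threshold at month 3 and 4 at month 9, and the deposited counts gave 1 and 1 over all libraries of both groups, which are wider than the paper's classes. At month 3 the count was within 1.5 times of the paper's on the authors' normalized counts (5), where miR-190a reached the threshold, and at month 9 with library size only (4), where miR-335, miR-486, and miR-423-5p did. Without the 8 WMS-N libraries whose labels differ, chosen after seeing the values, the count at month 3 was 4 over all 253 miRNAs tested. That count was not limited to the paper's list and used fewer WMS-N libraries, so it does not compare directly with the paper's 4. The other alternatives did not come within it. The paper's threshold of 89.63% is given by the power calculation for 6 diseased and 7 healthy animals, which makes 42 pairs of animals. At the same power of 0.8 it gives 84.8% for 9 against 9 animals and 85.6% for 9 against 8. So 89.63% is a stricter cut for the groups used here. Of the 8 miRNAs of Table 3 in the paper, miR-196a and miR-190a at month 3 and miR-335 at month 9 lay above these lower cuts, and the others below them. Other miRNAs of its Supplemental Table 3 also lay above them, among them miR-182 at month 3 (86.4%) and miR-194b-5p at month 9 (90.3%).

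At month 6, the paper's fold change of miR-1 is 10.35, and edgeR gave 4.53. Of 11 alternatives, which ran from 4.35 to 8.52, it did not differ with all libraries in one fit and with the replicate block. The paper's fold change of miR-133a-3p is 7.52, and edgeR gave 3.84 with no filter. Of 5 alternatives, which ran from 1.99 to 4.04, it did not differ with all libraries in one fit and with DESeq2 and the hemolysis index.

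The paper's discussion names miR-23b, miR-182, and miR-34c in a paragraph that opens with 6 months, without a month for each of them. Its Supplemental Table 3 lists miR-23b and miR-182 at month 3 and miR-34c at month 9. At month 6, edgeR gave log2 fold changes of −0.20 for miR-23b, −1.28 for miR-182, and 0.18 for miR-34c. The paper states that miR-17-3p was highly stable, and its SD over the libraries lay at percentile 68 of the 50 miRNAs nearest in mean. The sequences that Supplemental Table 4 prints for the arms of miR-7140 are exchanged between its entries of month 3 and month 6.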

Other observations

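The comparison of the lists between months was chosen after the result was seen. Between 3 and 9 months of age, most leukocyte miRNAs in plasma had lower values in both groups, while the share of miR-451, of red blood cells, was higher (28.0% and 43.1% in WMS-FH, 27.2% and 41.0% in WMS-N), as were 4 of 7 erythroid miRNAs in each group, while 2 were lower in WMS-N and 1 in WMS-FH. The lists were not tested as sets, and a shift of the whole profile was not separated from a fall of these miRNAs. Of 9 leukocyte miRNAs, 7 were lower and none higher at month 9 in WMS-N at an adjusted p under 0.1 over the 3 months from edgeR, and 8 were lower and none higher in WMS-FH. At month 9 against month 3, with adjusted p-values that cover all 3 months, miR-342 fell by 1.47 on the log2 scale in WMS-N (adjusted p = 1.63e-07) and by 1.46 in WMS-FH (adjusted p = 5.88e-05). In WMS-FH, miR-150, of mature lymphocytes, fell by 1.68 (adjusted p = 4.31e-05) and miR-146a-5p by 0.89 (adjusted p = 2.93e-05), while miR-155-5p had 0.99 at month 6 and −1.02 at month 9 against month 3 (adjusted p = 2.93e-05). miR-497 rose by 1.89 in WMS-N (adjusted p = 3.92e-06) and 1.51 in WMS-FH (adjusted p = 4.31e-05). In WMS-N, miR-195 rose by 1.65 (adjusted p = 1.65e-07), miR-199a-5p by 3.30 (adjusted p = 5.35e-07), and miR-193a-3p by 1.69 (adjusted p = 1.43e-08). With the labels of the normalized table, miR-342 (adjusted p = 0.594), miR-195, and miR-497 (each with an adjusted p of 0.108) were not called in WMS-N.

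Of 13 miRNAs of the miR-17-92 family, 9 were lower and 1 higher in WMS-N, and 6 lower and 2 higher in WMS-FH. Of 10 platelet miRNAs, 6 were higher and 1 lower in WMS-N, and 5 higher and none lower in WMS-FH. Of 8 muscle miRNAs, 6 were higher in WMS-N and none in WMS-FH, where 1 was lower, and no miRNA passed the test of a change of the group difference with month over all miRNAs with edgeR (38 at an unadjusted p under 0.05, and 4 with DESeq2). The rise in WMS-N rests on few libraries. At month 9 the muscle share was 2.98% in WMS-N replicate 1 and 2.03% in replicate 3. The median share in WMS-N was 0.0530% at month 3 and 0.0257% at month 9.

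In WMS-N, 159 of 253 miRNAs changed with age (81 higher and 78 lower at month 9), and in WMS-FH 137 of 258 (63 and 74). Of 252 tested in both groups, 106 were called in both, where 83.4 would be shared by independent lists, and 100 of them had the same sign at month 9. Across miRNAs, which are not independent replicates, the log2 fold changes of the groups had a Pearson r of 0.394. Only the real order of the months among 100 (1 of 100 in WMS-N and 1 of 100 in WMS-FH) gave as many. The highest of the others was 32 in each group, and 16 of them in WMS-N and 96 in WMS-FH also gave called miRNAs. With 100 orders no share below 1 of 100 can be seen, so chance is argued against but not excluded. The paper bled each animal at every month, while the fits and the shuffled orders treated the libraries as independent. With the replicate number as a block the counts were 142 in WMS-N and 117 in WMS-FH, but whether these numbers mark animals is open. With the labels of the normalized table the count in WMS-N was 58, and with the hemolysis index as covariate the counts were 166 in WMS-N and 98 in WMS-FH. Age and the month of collection and processing cannot be separated in this design.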
